# Transcriptional Landscape and Regulatory Roles of Small Noncoding RNAs in the Oxidative Stress Response of the Haloarchaeon Haloferax volcanii

**DOI:** 10.1128/JB.00779-17

**Published:** 2018-04-09

**Authors:** Diego Rivera Gelsinger, Jocelyne DiRuggiero

**Keywords:** archaea, extreme environments, noncoding RNA, oxidative stress, small RNA, transcriptional regulation

## Abstract

Haloarchaea in their natural environment are exposed to hypersalinity, intense solar radiation, and desiccation, all of which generate high levels of oxidative stress. Previous work has shown that haloarchaea are an order of magnitude more resistant to oxidative stress than most mesophilic organisms. Despite this resistance, the pathways haloarchaea use to respond to oxidative stress damage are similar to those of nonresistant organisms, suggesting that regulatory processes might be key to their robustness. Recently, small regulatory noncoding RNAs (sRNAs) were discovered in Archaea under a variety of environmental conditions. We report here the transcriptional landscape and functional roles of sRNAs in the regulation of the oxidative stress response of the model haloarchaeon Haloferax volcanii. Thousands of sRNAs, both intergenic and antisense, were discovered using strand-specific sRNA sequencing (sRNA-seq), comprising 25 to 30% of the total transcriptome under no-challenge and oxidative stress conditions, respectively. We identified hundreds of differentially expressed sRNAs in response to hydrogen peroxide-induced oxidative stress in H. volcanii. The targets of a group of antisense sRNAs decreased in expression when these sRNAs were upregulated, suggesting that sRNAs are potentially playing a negative regulatory role on mRNA targets at the transcript level. Target enrichment of these antisense sRNAs included mRNAs involved in transposon mobility, chemotaxis signaling, peptidase activity, and transcription factors.

**IMPORTANCE** While a substantial body of experimental work has been done to uncover the functions of small regulatory noncoding RNAs (sRNAs) in gene regulation in Bacteria and Eukarya, the functional roles of sRNAs in Archaea are still poorly understood. This study is the first to establish the regulatory effects of sRNAs on mRNAs during the oxidative stress response in the haloarchaeon Haloferax volcanii. Our work demonstrates that common principles for the response to a major cellular stress exist across the 3 domains of life while uncovering pathways that might be specific to the Archaea. This work also underscores the relevance of sRNAs in adaptation to extreme environmental conditions.

## INTRODUCTION

Microbial communities that reside inside halite nodules from Salars in the Atacama Desert, Chile, are under extreme environmental pressures due to hypersalinity, intense solar radiation, and frequent desiccation-hydration cycles, which all generate high levels of oxidative stress (1, 2). Oxidative stress occurs when the level of reactive oxygen species (ROS) produced in cells overwhelms antioxidant defense mechanisms and damage accumulates (3). Through metagenomic studies, we found the dominant populations in these salt rocks to be haloarchaea such as Haloferax and Halobacterium (4). These halophilic microorganisms are members of the third domain of life, the Archaea. Haloarchaea have previously been shown to be highly resistant to ROS damage, withstanding many times what Escherichia coli and other radiation-sensitive organisms can survive (5–7). The haloarchaeon Halobacterium salinarum has been shown to use a wide range of strategies to combat damage from oxidative stress, including multiple copies of genomes (polyploidy) as the substrate for DNA repair, functional redundancy of DNA repair and detoxification enzymes (e.g., catalase), increased cytosolic manganese complexes to scavenge ROS, and differential regulation of genes in response to stress (5–9). However, pathways for DNA repair and protein turnover in haloarchaea are nearly identical to those in nonresistant bacteria and eukarya, suggesting that the regulation of these processes in response to oxidative stress might be key to their robustness. Previous work with H. salinarum oxidative stress gene regulatory networks revealed that a single transcription factor, RosR, regulates the appropriate dynamic response of nearly 300 genes to reactive oxygen species stress (5). This work demonstrated that the oxidative stress response in H. salinarum impacted a wide array of cellular processes, engaging at least 50% of all the genes (2). These results underline the importance of gene regulation in haloarchaea for responding to and counteracting the damage caused by oxidative stress.

In addition to transcription factors, small regulatory RNAs (sRNAs) similarly act as global gene regulators (10). Small RNAs (sRNAs) are ubiquitously found in Bacteria and Eukarya, playing large-scale roles in gene regulation, transposable element silencing, defense against disease state, and foreign elements (11–14). Several types of sRNAs have been identified in the Eukarya (microRNAs [miRNAs], small interfering RNAs [siRNAs], and Piwi-interacting RNAs [piRNAs]) and they are typically 20 to 25 nucleotides (nt) long. Their major mode of interaction is through base pairing to the 3′ untranslated region (UTR) of their target mRNAs, inhibiting translation or triggering target degradation with associated protein components (Argonautes) (10). Bacterial sRNAs have been shown to modulate core metabolic functions and stress-related responses, such as nutrient deprivation, by binding target mRNAs and causing their degradation or preventing translation (11, 15). Most of the functionally characterized sRNAs in Bacteria bind the 5′ UTR of their target mRNA and are longer than their eukaryal counterparts, with sizes ranging from 50 to 500 nt. These sRNAs can target multiple genes, including key transcription factors and regulators (11, 15, 16). As a consequence, a single sRNA can modulate the expression of large regulons and thus have a significant effect on metabolic processes. For example, the bacterial sRNA OxyS, which is dramatically induced by oxidative stress, regulates the expression of approximately 40 genes and interacts directly with eight target mRNAs (11).

sRNAs have been discovered to be abundant in Archaea, more specifically in haloarchaea, in response to a variety of environmental conditions, but the functional roles of these RNAs still remain poorly understood and a link between sRNAs expression and oxidative stress response has not been established (13, 17–24). Only a few studies on sRNAs in hyperthermophiles, methanogens, and the haloarchaeon Haloferax volcanii have been reported so far (13, 17–24). In H. volcanii, large numbers of intergenic and antisense-encoded sRNAs, 145 and 45, respectively, were discovered by using microarray in addition to a novel class of sRNAs recently described in eukaryotes, tRNA-derived fragments (tRFs), and a new study found thousands of sRNAs present in this organism (19, 24, 25). In Sulfolobus solfataricus, 125 *trans*-encoded sRNAs and 185 *cis*-antisense sRNAs were identified using high-throughput sequencing (HTS), suggesting that 6.1% of all genes in S. solfataricus are associated with sRNAs (26). A comparative genome analysis of Methanosarcina mazei, M. barkeri, and M. acetivorans revealed that 30% of the antisense and 21% of the intergenic sRNAs identified were conserved across the 3 species (27). Coimmunoprecipitation with the Lsm protein (archaeal Hfq homolog) was used to “capture” sRNAs (17), but its functional role remains to be elucidated. While Ago homologs have also been found in archaeal genomes, there is no evidence for eukaryote-like RNA interference in these organisms (28). Rather, a defensive role against foreign genetic material was recently proposed, whereby archaeal Ago proteins direct guide-dependent cleavage of foreign DNA (29–31). Altogether, these studies suggest that sRNAs are as widespread and abundant in the Archaea as in the Bacteria and Eukarya.

Target mRNA identification of sRNAs has proven to be difficult within the Archaea but is a necessary task for uncovering sRNA functionality. Transcriptome sequencing (RNA-seq) in M. mazei cultures, grown under nitrogen starvation conditions, showed the differential expression of a number of sRNAs in response to nitrogen availability and enabled the identification of the first *in vivo* target for archaeal intergenic sRNAs (27, 32). The potential target for sRNA_162_ is a bicistronic mRNA encoding a transcription factor involved in regulating the switch between carbon sources and a protein of unknown function (32). In Pyrobaculum, 3 antisense sRNAs were found opposite a ferric uptake regulator, a triose-phosphate isomerase, and transcription factor B, supporting a potential role for archaeal antisense sRNA in the regulation of iron, transcription, and core metabolism (33). sRNA deletion mutants can be used to identify potential biological functions and target genes. Deletion strains were successfully generated for H. volcanii, and phenotyping of the sRNAs deletion mutants revealed several severe growth defects under high temperatures, low salt concentrations, or specific carbon sources (9, 22). While these studies revealed that sRNAs likely play essential roles in the physiological responses to environmental challenges in the Archaea, the functional roles and mechanisms of action of these important posttranscriptional regulators still remain unknown. Furthermore, no work has been done to investigate archaeal sRNAs in response to oxidative stress, a universal and frequent stressor in all domains of life that results in extensive cellular damage. To determine the impact of sRNAs during the oxidative stress response, we assessed the H. volcanii transcriptional landscape under no-challenge and oxidative stress conditions using comparative strand-specific small RNA sequencing (sRNA-seq).

## RESULTS

To identify globally small noncoding RNAs differentially expressed in response to oxidative stress in H. volcanii, we exposed 5 replicate cultures of H. volcanii to 2 mM H_2_O_2_, a dose that resulted in the survival of 80% of the cells (see Fig. S1 in the supplemental material). RNA from these H_2_O_2_-treated cultures and from no-challenge cultures (controls) was sequenced using a strand-specific size-selected (50 to 500 nt) sRNA library preparation essential for sRNA discovery.

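Each of 5 cultures of strain H53, an auxotroph for uracil and tryptophan, was grown in 80 ml of complex medium at 42°C to an optical density of 0.4 and split into 40-ml portions. One portion received 2 mM H2O2 for 1 h and the other received none. RNA between 50 and 500 nt was taken from a denaturing gel and made into strand-specific libraries. The authors pooled the reads of the 5 cultures in each condition, mapped them with hisat2 and assembled transcripts with stringtie, which gives each transcript a level scaled to a fixed total (TPM). The values used here are these pooled levels, 1 per transcript and condition, for 2577 transcripts without challenge and 3324 under H2O2. Pooling leaves no replicates, so no test between the conditions was run on single sRNAs and their changes are described by size. TPM keeps no record of read numbers, so the depth behind a value is unknown. The listed transcripts add up to 56870.4 TPM without challenge and 35396.5 TPM under H2O2, or 5.69% and 3.54% of 1000000, so each list holds part of its assembly. Class and putative target were read from Table S1, whose names were found for 1532 no-challenge and 1176 H2O2 transcripts; the remaining 1045 and 2148 carry no class here. Transcript numbers of the assemblies name different places, so sRNAs were matched between conditions by replicon, strand and position, with an overlap of at least 50% of both transcripts. This gave 991 matched sRNAs, and their changes are log2 ratios of TPM plus 1.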

### Small noncoding RNA discovery in H. volcanii and normalized expression values.

We obtained at total of 137 million sequence reads (41 Gb) across all replicates and conditions. Following quality control and reference-based read mapping, we intersected the mapped reads against the H. volcanii reference genome to discover sRNA transcripts that we classified as antisense (overlapping a gene and/or its regulatory elements on the opposite strand) (Fig. 1A) and intergenic (in a noncoding region between two genes) (Fig. 1B). We were unable to identify previously described *cis*-internal sRNAs (24), because with our RNA-seq strategies, those transcripts would be confounded with the corresponding gene transcripts. To further validate the sRNAs we identified and reduce transcriptional noise in our data, we applied a rigorous two-pronged *in silico* approach. First, we used a stringent threshold requiring an sRNA (i) to be present in at least four of five biological replicate libraries, and (ii) to have a minimum expression of 40 transcripts per million ([TPM] average with standard deviation from replicates) for antisense sRNAs (asRNAs) and 14 TPM for intergenic sRNAs. Second, we used the genome browser IGV to inspect visually and confirm each sRNA. These novel transcripts represented 25 to 30% of the total transcriptome and were 50 to 1,000 nt in length (Fig. 2; see also Table S1). 

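The listed small transcripts were numerous beside the mRNAs, but most were present at low levels. Counted against genes of the mRNA libraries with a mean of at least 1 TPM, all listed transcripts made up 41.0% of the transcripts without challenge. Under H2O2 they made up 47.7%. These genes include those of rRNA and tRNA, and against protein-coding genes alone the shares were 42.5% and 49.2%. Against all genes, the transcripts named in Table S1 alone made up 29.2% and 24.4%. Lengths ran from 49 to 1002 nt without challenge and from 49 to 996 nt under H2O2. Transcripts named in Table S1 were the longer and more abundant part, with a median of 406.5 nt and 1.10 TPM without challenge and 343.5 nt and 1.37 TPM under H2O2. Transcripts outside the table had medians of 205 nt and 0.30 TPM, and 244 nt and 0.337 TPM. On the scale of the pooled files, 140 no-challenge and 117 H2O2 transcripts reached 14 TPM, and 71 and 52 reached 40 TPM.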

Putative mRNA targets for asRNAs were identified as the *cis* mRNAs encoded on the opposite strands with a minimum overlap of 8 nt, on the basis of IGV confirmation and reports for bacterial asRNAs (34). However, we found in our data that the median overlap between sRNAs and putative *cis*-mRNA targets was 221 nt, with only a small number having a minimum overlap length of 8 nt (see Fig. S2). 

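Antisense RNAs usually shared a long stretch with the gene on the other strand. Over both conditions, 2518 pairs of an asRNA and its target overlapped by at least 8 nt, with a median of 312 nt and a mean of 345 ± 206 nt (SD across pairs). The 1445 no-challenge pairs had a median of 335 nt, and their most frequent lengths began at 200 nt in bins of 50 nt. Overlaps of 8 to 20 nt were found in 25 pairs and shorter ones in 23. The gene positions come from the RefSeq gene table and hold no untranslated regions.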

Analyzing the upstream regions of sRNAs enabled the discovery that 30% of sRNAs contained a BRE and TATA box with centroids at nt −38 and −29 (see Fig. S3). The use of less-conservative parameters (nt −3 and +3) for BRE and TATA box centroids resulted in 70% of sRNAs having transcriptional motifs.

**FIG 1:**
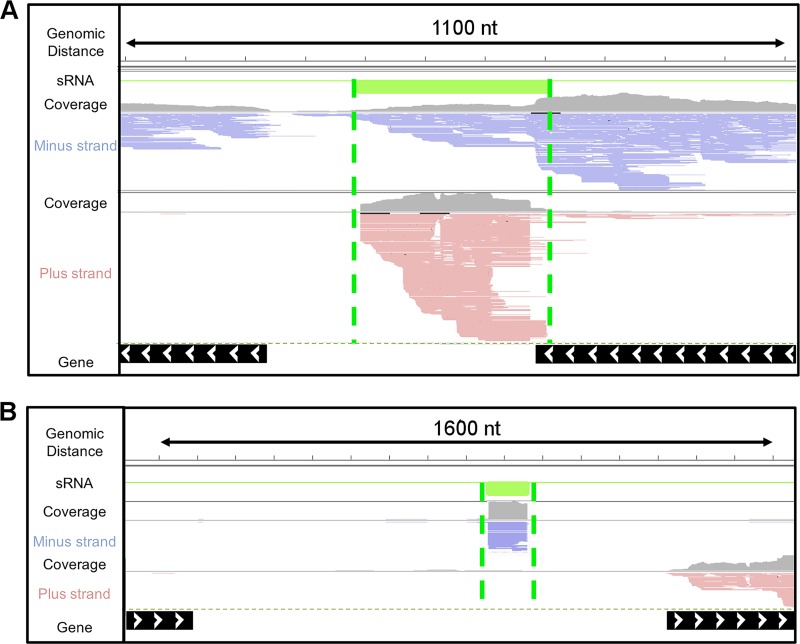
Genome viewer of antisense sRNAs (*cis* acting) (A) and intergenic sRNAs (*trans* acting) (B). Paired-end reads (100 bases) were mapped to the H. volcanii NCBI reference genome. Reference genes are marked as black lines with arrowheads indicating their location on the plus strand (>) or minus strand (<). Reads marked in red are transcribed from the minus strand, while blue reads are transcribed from the plus strand. Untranslated regions were predicted using Rockhopper2 (pink lines). Green lines mark discovered sRNAs. Coverage plots are in gray.

**FIG 2:**
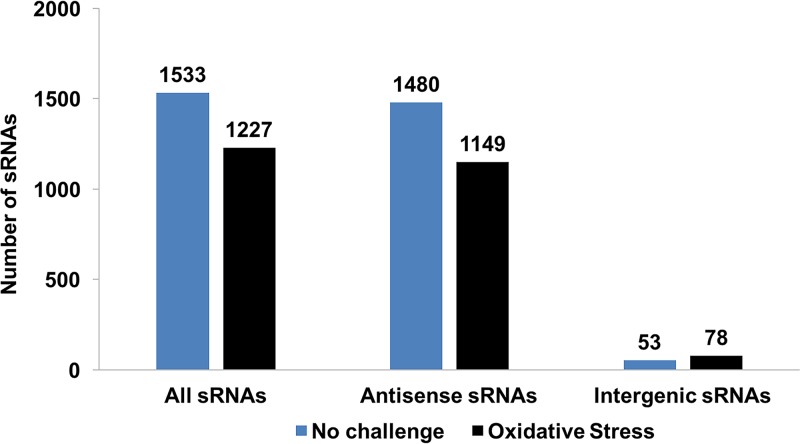
Number of sRNAs (total, antisense, and intergenic) discovered under no-challenge and H_2_O_2_ challenge conditions.

Normalized expression values in RNA-seq analyses are often reported as reads or fragments per kilobase of transcript per million mapped reads (RPKM or FPKM). However, RPKM/FPKM has been shown to be inconsistent for comparisons between samples due to variable transcript lengths. Another expression value, transcripts per million (TPM), was found to be preferable, because it is independent of the mean expressed transcript length and TPM normalization performs better in multiple library comparisons (35–38). To minimize transcript length bias (sRNAs are generally smaller in length than protein-encoding genes) and to compare sRNA and mRNA expression levels, we chose to use TPM in our analysis.

### Noncoding sRNA characterization in H. volcanii under no-challenge conditions.

H. volcanii grown under no-challenge conditions (42°C, complex medium) expressed a total of 1,533 sRNAs after quality control (as described above) (Fig. 2; Table S1), ranging from 49 to 1,000 nt in size and with an average length of 373 nt. 

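Under no challenge, transcripts lying opposite a gene made up nearly all of the classified sRNAs. Table S1 classes 1479 of the 1532 transcripts found in the files as antisense (96.5%) and 53 as intergenic. By position alone, 94.6% of all 2577 transcripts overlapped a gene on either strand by at least 8 nt. Mean length was 373 ± 229 nt over all listed transcripts (SD across transcripts, median 318 nt) and 451 ± 227 nt over those in Table S1. The asRNAs have 1165 different genes as targets in Table S1, and for 471 of the 1479 the target has a function name in Table S4. Counted by asRNA, the targets were hypothetical proteins for 81, ABC transporter genes for 38, transposases for 12, transcriptional regulators for 12 and a chemotaxis gene for 1.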

A majority of these sRNAs, 1,480 sRNAs (97%), were antisense to coding regions (Fig. 2). The H. volcanii H53 auxotroph genome is 4 Mbp and contains 4,130 genes. The genome constitutes a chromosome stably integrated with small chromosome pHV4 and 2 small chromosomes (pHV1 and pHV3), and it has been cured of plasmid pHV2. A majority of sRNAs (68%) were carried on the chromosome and integrated small chromosome pHV4 (18%). 

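Small transcripts came from every replicon that the strain carries, most densely from pHV3 and the pHV4 region when all listed ones are counted. The main chromosome held 68.8% of the no-challenge transcripts, the pHV4 region 17.4%, pHV3 12.3% and pHV1 1.59%. Per 100 genes of the gene table, pHV3 gave 85.4 transcripts, pHV4 74.1, the main chromosome 58.7 and pHV1 52.6. For transcripts named in Table S1 the densities were close, at 36.0, 39.7, 37.5 and 35.9 in the same order. No transcript lay on pHV2. The mRNA values carry the marks of strain H53 too: the 5 pHV2 genes never exceeded 0.246 TPM, and the deleted trpA and pyrE genes, needed to make tryptophan and uracil, never exceeded 1.47 and 0.581 TPM in any library.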

No sRNAs were found on plasmid pHV2, as expected, while sRNAs were carried on the remaining small chromosomes pHV1 (2%) and pHV3 (12%).

We compared mRNA expression to sRNA expression by constructing mRNA sequencing (mRNA-seq) libraries, using the same RNA pool and library preparation as the sRNA-seq libraries (omitting size selection) and calculating transcript expression as TPM (see Fig. S4A). Relative to mRNA expression levels (average, 312.1 ± 1,079.1 TPM), the expression of sRNAs was on average higher (average, 1,107.9 ± 137.6 TPM). We also found that a majority of sRNAs had higher expression levels than mRNAs (sRNA: range, 14.1 to 905,191.0 TPM; median, 108.5 TPM; mRNA: range, 1.0 to 210,162.0 TPM; median, 15.1 TPM). 

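Most sRNAs in the pooled files were present at lower levels than a typical mRNA, and 1 transcript carried most of the listed RNA. Their median was 0.600 TPM and their mean 22.1 TPM, falling to 6.19 TPM without the most abundant transcript. Genes of the mRNA libraries at or above 1 TPM, rRNA and tRNA genes included, had a median of 15.1 TPM (mean 269, 3712 genes). Of the 2577 transcripts, 131 (5.08%) were above that median, called the median mRNA here. Over 3490 protein-coding genes alone the median was 15.2 TPM and the mean 90.5 TPM, also with 131 transcripts above the median. At most 5 TPM were seen for 88.5% of transcripts, 878 reached 1 TPM and 29 reached 100 TPM. The levels in Table S1 use another scale, on which its antisense sRNAs add up to 904636 TPM and its intergenic sRNAs to 999653 TPM. Rescaling the pooled values in this way, class by class, gives a median of 108.58 TPM and places 99.9% of sRNAs above the median mRNA. That rescaling was chosen after the values were seen, and it compares shares of different totals.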

Overall, 75% of sRNAs had expression values less than or equal to 320 TPM, 15% had expression levels similar to those of highly expressed mRNAs, (500 to 10,000 TPM), and 16 sRNAs (sRNAs no. 1771 to 1786) (Table S1) had very robust expression levels with TPMs ranging from 10,000 to 60,000 TPM (Fig. S4A). Lastly, 1 intergenic sRNA (STRG.2577.4), 111 nt in size, exhibited expression levels higher than any mRNA with a TPM of 905,191 (Table S1). 

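The most abundant sRNA was STRG.2577.4, an intergenic transcript on the minus strand of the main chromosome at 1234592 to 1234736, between HVO_RS11230 and HVO_RS11235. It spans 144 nt and reached 40925.9 TPM, 72.0% of all listed TPM. No protein-coding mRNA came close, the highest being HVO_RS19195 at 19043.7 TPM, but the 16S rRNA gene HVO_RS18920 was at 154683 TPM. Next came STRG.2336.1 with 1265 TPM at 988703 to 988831 on the same chromosome. STRG.2286.1 followed with 707 TPM, STRG.2653.2 with 600.3, STRG.2743.7 with 595 and STRG.3988.1 with 590.0 TPM and STRG.3582.2, further down, with 333 TPM. STRG.2286.1 is outside Table S1 and has no class here.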

Transcript length did not correlate with expression levels, indicating that when we observed sRNAs with low expression levels, it was not an artifact of sequencing (i.e., longer transcripts receiving more read coverage thus skewing coverage based on length) (see Fig. S5). 

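Longer transcripts tended to have somewhat higher levels in the full lists. Spearman's correlation of length with pooled TPM was 0.294 without challenge and 0.259 under H2O2, each with a permutation p across transcripts of 1e-05, the smallest possible. Leaving out the 20 most abundant transcripts gave 0.308 and 0.266. Without challenge, the shortest 25% of transcripts, up to 187 nt, had a median of 0.400 TPM, and the longest 25%, from 517 nt, had 0.900 TPM. Among transcripts named in Table S1 alone the correlation reversed to −0.161 and −0.308, a comparison added after the values were seen.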

We found that 4 of the 5 most highly expressed sRNAs (TPM > 30,000) were antisense to coding regions (Table S1).

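Several of the most abundant antisense transcripts have putative targets in Table S1 whose own mRNAs were scarce. STRG.3988.1 overlaps HVO_RS18385, a transposase of the IS4 family, by 22 nt, whose mRNA averaged 2.66 ± 0.95 TPM (SD, n = 3), a log2 ratio of 7.33 in favour of the asRNA. STRG.1774.13, at 312.5 TPM, lies over the pyridoxamine 5′-phosphate oxidase gene HVO_RS07060 (1.11 ± 0.74 TPM, log2 ratio 7.22). STRG.3391.1, at 369 TPM, overlaps by 49 nt the transducer gene HVO_RS15355, part of the sensory machinery for movement (3.90 ± 2.54 TPM, 6.24). Integrase gene HVO_RS01885 faces STRG.626.1 at 260.7 TPM (10.8 ± 5.61 TPM, 4.47). The adenosyltransferase gene HVO_RS16235, of cobalamin synthesis, is the target given for STRG.3563.1 at 378 TPM, which overlaps it by only 2 nt (36.7 ± 22.1 TPM, 3.33). The IS110 transposase genes HVO_RS07375 and HVO_RS02445, the hydrolase gene HVO_RS12225 and the RND transporter gene HVO_RS14695 had log2 ratios of 3.35, 2.64, 2.35 and 2.53. STRG.321.1, at 166 TPM, faces the deoxyhypusine synthase gene HVO_RS00895 (113 ± 55.6 TPM, 0.56), and STRG.3859.1, at 138 TPM, the sugar ABC transporter gene HVO_RS17705 (72.5 ± 24.1 TPM, 0.92). Some targets had a mean above their asRNA, by less than the SD of the target in the pairs given here. tatA (HVO_RS09630), for protein export, stood at 175 ± 98.8 TPM against 162 TPM for STRG.2272.6. The peptidase gene HVO_RS08770 stood at 311 ± 186 TPM against 136 TPM for STRG.2110.2.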

Putative mRNA targets of the most highly expressed asRNAs (≥10,000 TPM) included an IS*4* family transposase (HVO_RS18385), ATP-cob(I)alamin adenosyltransferase (HVO_RS16235), transducer protein Htr36 (HVO_RS15355), pyridoxamine 5′-phosphate oxidase (HVO_RS07060), XerC/D integrase (HVO_RS01885), IS*110* family transposase/pseudoregion (HVO_RS07375), protein translocase TatA (HVO_RS09630), deoxyhypusine synthase (HVO_RS00895), sugar ABC transporter permease (HVO_RS17705), hydrolase (HVO_RS12225), peptidase (HVO_RS08770), RND transporter (HVO_RS14695), and IS*110* family transposase (HVO_RS02445). We do not report putative targets for intergenic sRNAs because of the inherent difficulty in reliably predicting these targets due to unknown degrees of complementarity (i.e., gaps in hybridization between an intergenic sRNA and an mRNA).

### Noncoding sRNAs in H. volcanii under oxidative stress conditions.

H. volcanii under H_2_O_2_-induced oxidative stress conditions expressed 1,227 sRNAs, a 20% decrease in the number of sRNAs compared to that under the no-challenge condition (Fig. 2; Table S1). Despite this decrease, a pattern of sRNA distribution similar to that under the no-challenge condition was observed; more than 94% of sRNAs were antisense and a majority (69%) were carried on the main chromosome. 

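Under H2O2 most of the classified small transcripts were again antisense, and each replicon held a share close to that without challenge. Table S1 classes 1100 of the 1176 found in the files as antisense (93.5%) and 76 as intergenic, and 94.4% of all 3324 overlapped a gene on either strand by at least 8 nt. The main chromosome held 69.6%, pHV4 17.4%, pHV3 11.3% and pHV1 1.71%. Per 100 genes, pHV3 gave 101.4 transcripts, pHV4 95.7, the main chromosome 76.6 and pHV1 73.1. For transcripts named in Table S1 the densities were 29.5, 36.0, 27.0 and 42.3 in the same order, with pHV1 the densest. Transcripts at or above 1 TPM numbered 769, 0.876 times the number without challenge, and 1161, or 1.32 times, once H2O2 values were scaled by the median ratio of the matched sRNAs. All transcripts together covered 1110914 nt under H2O2 and 964802 nt without challenge.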

A smaller average length of 337 nt was observed. 

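The full list and the transcripts named in Table S1 were shorter under H2O2 than without challenge, and the other transcripts were longer. All 3324 averaged 333 ± 212 nt (SD across transcripts) with a median of 277 nt. Antisense and intergenic sRNAs named in Table S1 averaged 389.6 ± 219 nt. Transcripts outside Table S1 averaged 302 ± 202 nt with a median of 244 nt, against 260.1 ± 179 nt and 205 nt without challenge.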

The overall TPM expression of sRNAs during oxidative stress was similar to that under the no-challenge state, with a decrease in expression level for the single most highly expressed sRNA (STRG.2577.4 in no-challenge, 905,191 TPM; STRG.2983.4 in H_2_O_2_, 810,120 TPM), which was an intergenic sRNA (Fig. S4B; Table S1). 

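Under H2O2 the pooled levels stayed low for most sRNAs, and the most abundant transcript lost ground. The median was 0.459 TPM, the mean 10.6 TPM, and 106 transcripts (3.19%) were above the median mRNA of 17.4 TPM. STRG.2983.4, at 1234605 to 1234716 on the minus strand, is the counterpart of STRG.2577.4 and spans 111 nt. It stood at 16158.6 TPM, 45.7% of all listed TPM. Its log2 change was −1.34 as listed and −0.71 after the 991 matched sRNAs were scaled to a median ratio of 1. RNAs that were higher still included the signal recognition particle RNA (ffs), which helps direct proteins to the membrane, at a mean of 188838 TPM. A pair of transcripts antisense to the 16S rRNA genes made up 8.20% of listed TPM. STRG.4236.2, an intergenic transcript, stood at 469 TPM.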

Putative targets for the most highly expressed asRNAs (≥10,000 TPM) included both 16S rRNA genes (HVO_RS1301 and HVO_RS18290, two sRNAs), an IS*4* family transposase (HVO_RS18385), an M48 family peptidase (HVO_RS20365), a uracil-DNA glycosylase (HVO_RS09685), Agl cluster protein AglR (HVO_RS20160), a hypothetical protein (HVO_RS20230), transducer protein Htr36 (HVO_RS15355), an ISH3 family transposase/pseudoregion (HVO_RS19935), an IS*4* family transposase (HVO_RS03870), (HVO_RS07060), and an ABC transporter ATP-binding protein (HVO_RS20010). Of these most highly expressed sRNAs, 3 asRNAs (STRG.2050.2, STRG.3974.5, and STRG.4700.1) targeted the same mRNAs, and 3 intergenic sRNAs (STRG.3072.1, STRG.2702.1, and STRG.2983.4) were expressed under both the no-challenge and oxidative stress conditions.

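The strongest asRNAs under H2O2 have both very abundant and very scarce RNAs as targets in Table S1. STRG.3398.3 at 1458 TPM and STRG.4815.1 at 1443 TPM lie opposite the 16S rRNA genes HVO_RS13015 (54937 ± 25262 TPM, SD, n = 3) and HVO_RS18920 (55813 ± 25347 TPM), with log2 ratios of −5.23 and −5.27. STRG.2654.3, at 1124 TPM, has the uracil-DNA glycosylase gene HVO_RS09685, which serves to remove uracil from DNA, as its target in Table S1 but does not overlap the annotated gene (44.5 ± 5.95 TPM, log2 ratio 4.63). STRG.1304.1, at 221 TPM, overlaps its target, the IS4 transposase HVO_RS03870, by 20 nt (10.9 ± 1.78 TPM, 4.22). STRG.8.6, at 1183 TPM on pHV1 (target HVO_RS20365), STRG.3180.1 at 419 TPM (HVO_RS20160), STRG.3733.1 at 374 TPM (HVO_RS20230), STRG.1185.1 at 257 TPM (HVO_RS19935) and STRG.1267.4 at 159 TPM (HVO_RS20010) have targets without an mRNA value in the files, and STRG.3733.1 does not overlap its annotated target. No counterpart of STRG.8.6 or STRG.3733.1 was found in the no-challenge list.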

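Some of the most abundant sRNAs could be followed from one condition to the other. STRG.4700.1, opposite an IS4 transposase, stood at 590.0 TPM without challenge and 1382 TPM under H2O2, a log2 change of 1.23. STRG.3072.1, an intergenic transcript at 1299138 to 1299290, went from 600.3 to 884 TPM (0.56). STRG.2050.2, over the oxidase gene HVO_RS07060, went from 312.5 to 165 TPM (−0.92), and STRG.3974.5, over the transducer gene HVO_RS15355, from 369 to 245 TPM (−0.59). After scaling of the matched sRNAs to a median ratio of 1, STRG.4700.1 stood at 1.86 and STRG.3974.5 at 0.04. STRG.2702.1 spans 545 nt at 988706 to 989251 with 971 TPM, while the no-challenge transcript at that place spans 128 nt, so they did not meet the 50% overlap and no ratio was taken.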

### Regulatory effects and differential expression of sRNAs during oxidative stress.

To investigate the regulatory effects sRNAs on their target mRNAs, we compared the expression levels (TPM) of all antisense sRNAs against the expression levels (TPM) of the *in silico* predicted putative *cis*-mRNA targets (Fig. 3). We found that a large population of asRNA-mRNA *cis* pairs exhibited lower mRNA target expression than the sRNA, under both experimental conditions (Fig. 3; Table S1). 

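In the pooled files most asRNAs stood below the mRNA of their target in Table S1, under both conditions. This direction depends on the scale of the sRNA values. Under H2O2 the asRNA was above its target by more than the SD of the target across 3 cultures in 113 of 1059 pairs (10.7%) and below it by more than that in 858. Without challenge the numbers were 141 and 1054 of 1479 pairs. With the means and SDs of Table S1, which use another scale, the direction reversed. On that scale 685 asRNAs were above and 92 below under H2O2, and 1028 and 46 without challenge, a comparison added after the values were seen. Median levels under H2O2 were 1.27 TPM for asRNAs and 16.5 TPM for their targets. Levels within a pair were hardly related, with Spearman's correlations of 0.0285 under H2O2 (permutation p across pairs = 0.355) and 0.0446 without challenge (p = 0.0864).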

We conducted a pairwise *t* test between these *cis* pairs on expression level differences between sRNAs and putative *cis*-target mRNAs and found that 755 of sRNAs had significantly (*P* < 0.05) higher expression, potentially indicating a negative regulatory relationship between sRNAs and putative *cis*-mRNA targets (Fig. 3).

**FIG 3:**
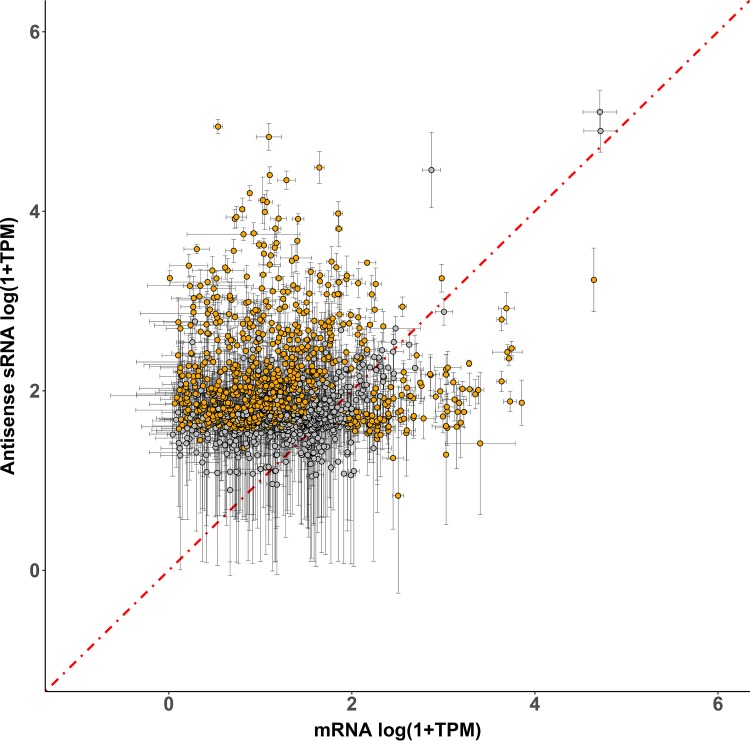
Transcript per million (TPM) expression levels between sRNAs and their putative *cis*-mRNA targets during oxidative stress. Each point represents the TPM ratio between an sRNA and its putative *cis*-mRNA target. TPM values are the averages from sRNA and mRNA replicates with error bars representing standard deviations among replicates. A pairwise *t* test was conducted between sRNA and putative *cis*-mRNA target replicates to infer significant difference in TPM expression between the *cis* pairs. Orange points indicate a *P* value <0.05, and gray points indicate a *P* value >0.05. The red line represents no change in the ratio of sRNA–*cis*-mRNA expression (slope = 1).

To further investigate this negative regulatory relationship between sRNAs and putative mRNA targets, we probed for differentially expressed sRNAs between the no-challenge and the oxidative stress conditions. Candidate sRNAs were considered significantly up- or downregulated by oxidative stress using a false-discovery rate (FDR) of less than 5%. Using this statistical framework, we identified a core set of differentially expressed sRNAs specific to oxidative stress (Fig. 4A). Both intergenic and antisense sRNAs were differentially expressed. Of the intergenic sRNAs, 48 were significantly differentially expressed (FDR < 0.05), with 23 upregulated and 25 downregulated (see Fig. S6; Table S2). Of these upregulated intergenic sRNAs, 79% had an increase in expression greater than or equal to a fold change of 2 (log_2_ fold change = 1) during oxidative stress, with the most upregulated intergenic sRNA (STRG.277.2) having a 16-fold increase. On the other hand, a majority of downregulated intergenic sRNAs had large fold changes in expression (≤2-fold change), and 5 exhibited very robust downregulation (≤−4-fold change). 

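Few intergenic sRNAs could be followed across both conditions, and they changed in both directions. Of 35 matched intergenic sRNAs, 4 were at least 2-fold higher under H2O2 and 12 at least 2-fold lower, while median-ratio scaling gives 8 and 6. STRG.277.2 changed most among the higher ones. It lies on the minus strand of pHV3 at 145079 to 145333, between HVO_RS00630 and HVO_RS00635, and went from 53.6 to 408 TPM, a log2 change of 2.90. STRG.80.1 on pHV1 at 84661 to 85092 went from 3.8 to 21.4 TPM (2.22), STRG.4849.3 on the main chromosome from 210.6 to 737 TPM (1.80), and STRG.494.1 on pHV3 from 9.00 to 27.4 TPM (1.50). Of 10 matched intergenic sRNAs that Table S2 gives as higher, 9 were above the median change of matched sRNAs, and none of the 8 it gives as lower was. STRG.3823.1, which has no class here, stood at 3.45 TPM under H2O2 and had no counterpart without challenge.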

A total of 605 antisense sRNAs were significantly (FDR < 0.05) differentially expressed. These sRNAs were either upregulated (309) or downregulated (296) during oxidative stress, indicating two populations of antisense sRNAs (Fig. 4A; Table S2). 

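Lower levels outnumbered higher ones among the antisense sRNAs that could be matched. Of 766 matched asRNAs, 2 were at least 2-fold higher under H2O2 and 119 at least 2-fold lower, with 17 and 49 after median-ratio scaling. The 1 TPM added before the ratio damps changes of scarce transcripts and so sets these counts. They were 12 and 254 with 0.1 TPM added, and 1 and 23 with 5 TPM added. The median log2 change over all 991 matched sRNAs was −0.26, and scaling to a median ratio of 1 gives 26 higher and 57 lower among them, against 6 and 133 as listed. STRG.872.1 had the largest decrease, from 18.9 to 1.42 TPM (log2 change −3.04). It lies on pHV4 at 143775 to 144266, opposite HVO_RS02515. STRG.322.1 on pHV3 went from 29.6 to 3.35 TPM (−2.82). STRG.4872.1 lies over the gene of an arsenical pump ATPase (HVO_RS19105), for arsenic export, and went from 18.5 to 2.12 TPM (−2.65). STRG.2820.1 lies over cheY (HVO_RS10500), a chemotaxis response regulator gene, and went from 46.4 to 7.05 TPM (−2.56). STRG.1950.1, outside Table S1, went from 79.9 to 15.3 TPM (−2.31). Of matched asRNAs that Table S2 gives as higher, 77 of 125 were above the median change, against 14 of 100 that it gives as lower. Those tables come from these samples, so this is not independent evidence.

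**Figure D1:**
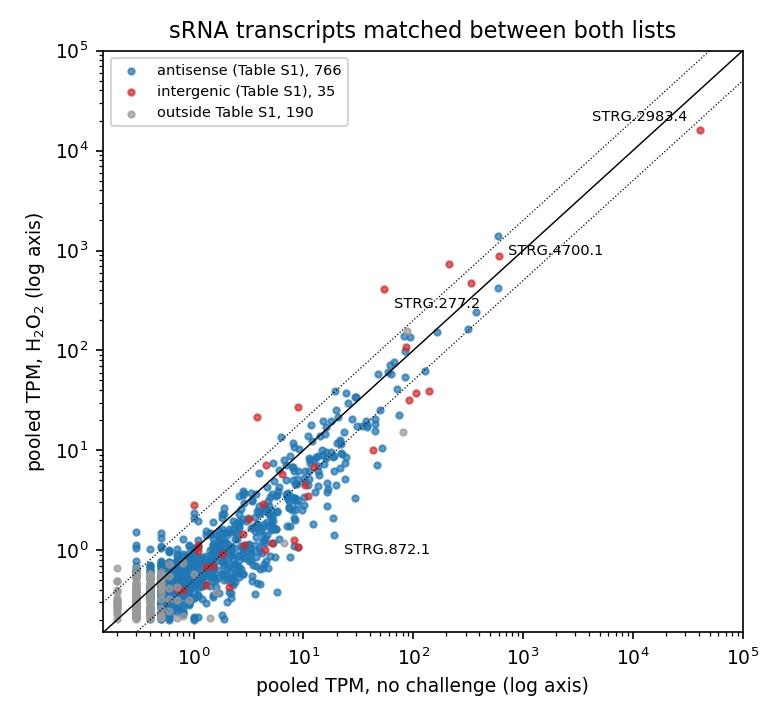
Pooled TPM of the 991 sRNA transcripts matched between the no-challenge and H2O2 lists (log axes): 766 antisense, 35 intergenic and 190 outside Table S1. 1 point per transcript, 1 pooled value per condition, so no error is drawn. The solid line marks equal levels and the dotted lines a 2-fold change.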

Fifty percent (302 sRNAs) of these differentially expressed sRNAs demonstrated a fold change in expression of ±2 or greater; the most upregulated sRNA had a fold change of 15 and the most downregulated sRNA had a fold change of −9, indicating a role for these sRNAs in the cellular response to oxidative stress. More antisense sRNAs were upregulated with a fold change in expression of 4 or greater (28 sRNAs) than were downregulated (20 sRNAs). 

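In the pooled values the change of an asRNA and that of its target mRNA were hardly correlated, with a slight lean towards the same direction. Levels of asRNAs were low, with a median of 1.27 TPM under H2O2, so the 1 TPM added before the ratio damps their changes. A correlation near 0 therefore does not show that the changes are unrelated. Over 742 matched pairs Spearman's correlation was 0.10 (permutation p across pairs = 0.00629). In 31 of 10000 random pairings, 0.31%, the correlation was at least as large. Stricter matching left fewer pairs and a share of 12.3% for an overlap of at least 80% of both and 38.0% for ends within 10 nt. Joining Tables S2 and S4 gives 246 pairs, chosen by the study as changed, with a correlation of 0.608. Of these, 106 had both up, 88 both down, 42 the asRNA up and the target down, and 10 the reverse. As listed, 1 asRNA changed at least 2-fold over a target that passed the test: STRG.4387.1 went down over HVO_RS16985, the gene of ribosomal protein L18, which went down too. Median-ratio scaling of both data sets gives 14 such pairs. STRG.388.1 went up over nikC (HVO_RS00915), a nickel transporter gene, which went down. Both went up for STRG.1454.1 over hutG (HVO_RS04355), STRG.1842.1 over HVO_RS06110 and STRG.1174.1 over the regulator gene HVO_RS03390. The asRNA went down and the target up in 6 pairs, among them STRG.3254.1 over dnaK (HVO_RS12345), a chaperone gene, STRG.3157.1 over fba (HVO_RS11910) and STRG.2701.1 over the glucose dehydrogenase gene HVO_RS09900. Both went down in 4, among them STRG.2148.1 over the parA gene HVO_RS07560 and STRG.4872.1 over HVO_RS19105.

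**Figure D2:**
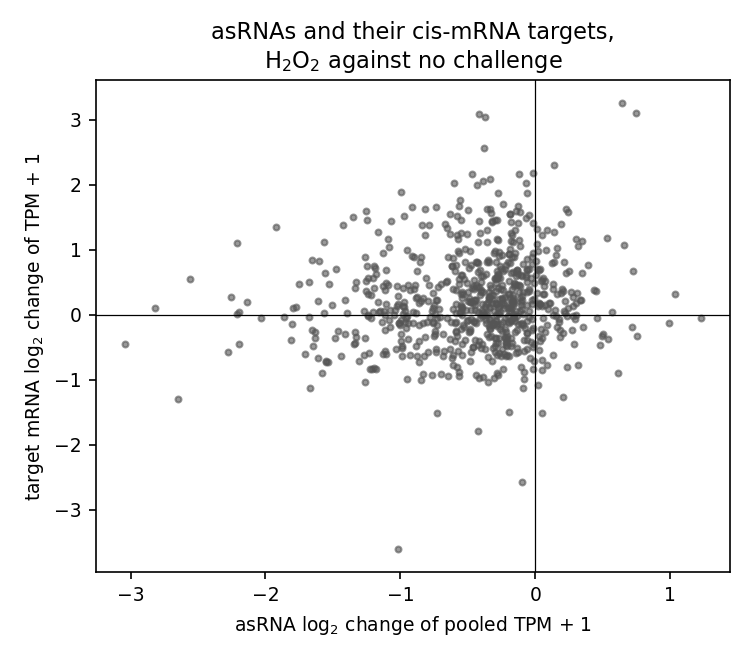
Log2 change of pooled TPM + 1 of each matched asRNA (horizontal) and log2 change of TPM + 1 of its putative target mRNA (vertical, mean of 3 cultures in each condition), H2O2 against no challenge, 742 pairs. 1 point per pair, no error drawn.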

We then compared differential expression levels between all significantly upregulated antisense sRNAs and their putative *cis*-mRNA targets and found that a population (133 sRNAs [22%]) of these upregulated antisense sRNAs had putative mRNA targets that were downregulated during oxidative stress (Fig. 4B). For example, during oxidative stress, 36 upregulated antisense sRNAs targeted transposase mRNAs, and 24 of these antisense sRNAs had putative *cis*-target transposase mRNAs downregulated (Fig. 4D). 

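Few asRNAs over transposase genes named in Table S4 could be followed in both conditions, and none of those was 2-fold higher. The 4 matched pairs were STRG.691.1 over HVO_RS01900, STRG.1821.1 and STRG.1824.1 over the IS4 transposase HVO_RS06035, and STRG.2528.1 over the IS4 transposase HVO_RS09120. STRG.2528.1 went from 0.50 to 0.769 TPM and STRG.1821.1 from 2.60 to 1.65 TPM. Transposases move DNA segments within the genome, and none of these targets passed the limma test as deposited, while in 3 of the 4 pairs the target did after median-ratio scaling. STRG.4700.1 is outside this set because its target has no name in Table S4. Joining Tables S2 and S4 gives 12 transposase pairs, with 9 asRNAs up, the target down in 7 of those, both down in 3 and both up in 2. The paper reasons from opposite changes of asRNA and target, as in its Fig. 4B and D, and proposes that these asRNAs could potentially lower their targets.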

While a smaller subset of significantly (FDR < 0.05) downregulated antisense sRNAs had their putative *cis*-mRNA target upregulated during oxidative stress (72 [11%]), it also indicated a correlative potential negative regulatory effect (Fig. 4C).

**FIG 4:**
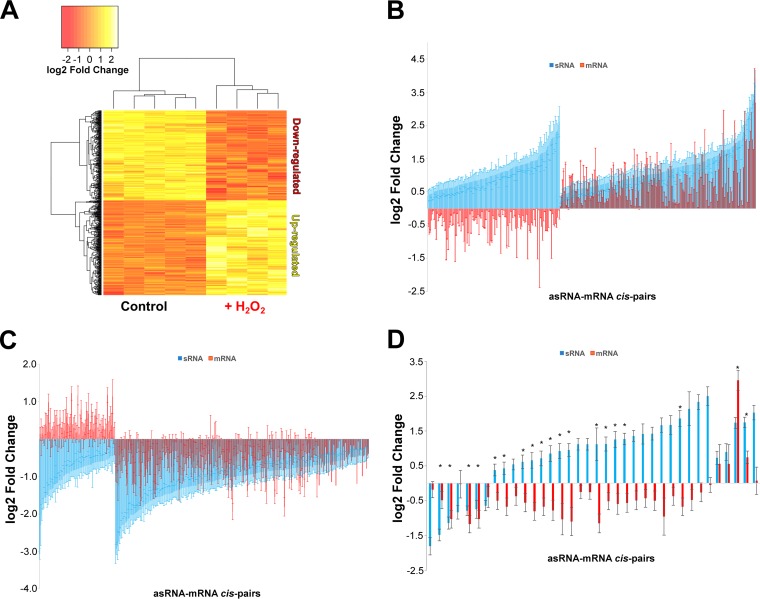
(A) Heat map of log_2_-transformed fold change of differentially expressed antisense sRNAs (asRNAs). (B) Differential expression fold changes of upregulated asRNAs and their putative *cis*-mRNA targets (averages and standard deviation error bars from replicates). (C) Differential expression fold changes of downregulated asRNAs and their putative *cis*-mRNA targets (averages and standard deviation error bars from replicates). (D) Differential expression fold changes of all transposase-targeting asRNAs and their putative *cis*-transposase mRNA targets (averages and standard deviation error bars from replicates). *, both the asRNA and the *cis*-target transposase mRNAs have significant differential expression based on an FDR of <0.05.

Oxidative stress-responsive asRNAs were predicted to overlap both the 5′ and 3′ UTRs of mRNAs (Fig. 5). We found that 7% of asRNAs overlapped at the 5′ UTRs and 26% overlapped at the 3′ UTRs. However, the majority of the asRNAs (67%) overlapped the coding sequences (CDSs) of mRNAs rather than the UTRs, which has not been previously reported (Fig. 5). 

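Most asRNAs seen under H2O2 lay wholly inside the gene opposite them. Of 1073 overlapping pairs, 53.8% lay inside the gene, 24.4% crossed its 5′ end and 19.8% its 3′ end. Pairs without challenge had 49.8% inside and 23.9% at each end. A crossing of a gene end is counted here at the start or stop of the annotated gene, so it includes asRNAs that reach only into flanking sequence.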

We calculated that, on average, the overlap between sRNAs and their putative *cis*-target mRNAs was 265 nt, the range was 8 to 992 nt, and the peak overlap was between 150 and 200 nt (Fig. S2). 

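Overlaps were somewhat shorter under H2O2 than without challenge. H2O2 pairs had a median of 277 nt, a mean of 317 ± 198 nt (SD across pairs), a maximum of 976 nt and most often a length from 150 nt in bins of 50 nt. Pairs without challenge reached 996 nt with a mean of 365 ± 209.9 nt. Under H2O2, 12 pairs overlapped by 8 to 20 nt and 9 by less.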

Using Northern blot analysis, we recapitulated the *in vivo* differential expression patterns of selected candidate sRNAs, further confirming the transcript sizes and differential expression levels for oxidative stress sRNAs (STRG.3823.1, -4700.1, -8.6, -277.2, -3733.1, -2983.4, and -4213.4) (Fig. 6A and B). We also showed that the strandedness (the strand on which the sRNA was carried) predicted by our sRNA-seq analysis was confirmed by our *in vivo* data using oligonucleotide probe Northern blotting of 5′ UTRs, 3′ UTRs, CDS antisense sRNAs, and intergenic sRNAs (Fig. 6B).

**FIG 5:**
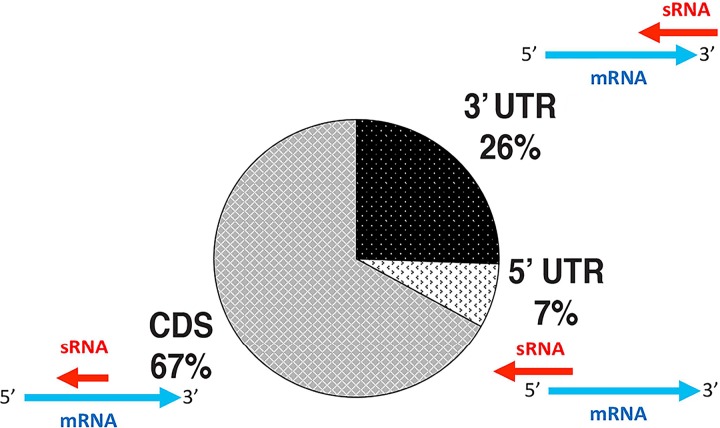
Distribution of binding regions for antisense sRNAs. UTR, untranslated region; CDS, coding sequence.

**FIG 6:**
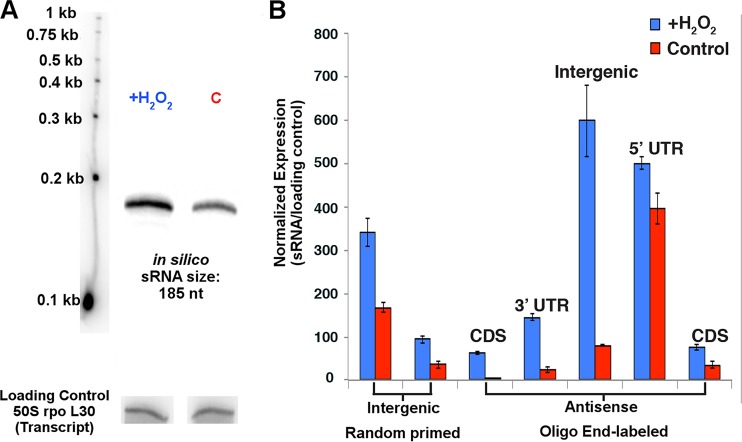
Validation of differentially expressed sRNAs by Northern blots. (A) Representative Northern blot confirming sizes and differential expression patterns of an intergenic sRNA during oxidative stress. (B) Quantification of Northern blots confirming the expression of intergenic sRNAs (random primed labeling) and strand specificity of sRNAs (oligonucleotide labeling). All classes of sRNAs were confirmed: antisense (5′ UTR, 3′ UTR, CDS) and intergenic sRNAs.

### Target enrichment of sRNAs.

We identified *in silico* targets for the differentially expressed oxidative-stress responsive antisense sRNAs. Genes for the putative target mRNAs were categorized according to cellular function by using archaeal Cluster of Orthologous Genes (arCOGs) and according to pathways by using gene ontologies (GO) from Database for Annotation, Visualization, and Integrated Discovery (DAVID). 

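Few matched asRNAs were 2-fold higher, and no list of targets passed a test, though many lists were too short to pass. STRG.4700.1 and STRG.3194.1 were the antisense sRNAs at least 2-fold higher among the matched ones. STRG.3194.1, at 1407030 to 1407123, lies over glpB (HVO_RS12090), a gene of glycerol-3-phosphate dehydrogenase, and went from 6.2 to 13.7 TPM (log2 change 1.03). Neither target carries a name in Table S4, so as listed no list could pass. Median-ratio scaling gives 17 higher asRNAs; 14 of them have a target with an mRNA value, and 5 of these targets are named. The 308 higher asRNAs of Table S2 with a target in Table S1 have as targets 131 of the 326 genes named in Table S4 that are targets of any asRNA under H2O2. Among these are 8 of 15 transposases (Fisher's exact test, two-sided, p = 0.295, adjusted p = 0.922) and 3 of 3 topoisomerases (p = 0.0640, adjusted p = 0.884), and no list passed over 52 tests, a comparison added after the values were seen. Lists as short as the topoisomerases could not pass even with every member a target. The result therefore does not show that no group of targets was favoured. Looking instead at all 1100 asRNAs of the H2O2 list, which have 929 different targets, 387 have a named one: hypothetical proteins for 82, ABC transporter genes for 31, transposases for 15, transcriptional regulators for 14, 2 of them in the IclR, ArsR and AsnC families, and a chemotaxis gene for 1.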

For sRNAs upregulated during H_2_O_2_ stress, we found a functional enrichment of target genes encoding transposases, involved in chemotaxis methyl-receptor signaling and in transcriptional regulation (transcription factors) (*P* < 0.05). Genes from many other pathways that were not enriched were also the targets of antisense sRNAs, including peptidase activity genes and serine and threonine biosynthesis genes (Fig. 7A). Twenty-three of these sRNAs targeted transposase genes. Each of these transposase mRNAs was downregulated, while their cognate sRNA was upregulated, and the sRNA was always located at the 5′ UTR of its target. 

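asRNAs over transposases named in Table S4 sat at the start of their target more often than other asRNAs did. Under H2O2, 14 of the 15 asRNAs with such a target overlapped it by at least 8 nt, over 11 genes. Of these 14, 9 (64.3%) crossed the 5′ end of the gene, against 253 of 1059 other pairs (23.9%). The other pairs include transposase targets without a name in Table S4, among them the IS4 genes HVO_RS18385 and HVO_RS03870. The names were chosen by the study on these samples. Fisher's exact test, two-sided, gives p = 0.00168 across pairs, where several asRNAs share a target. The remaining asRNAs over named transposases lay elsewhere over their genes.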

Most transposases belonged to the IS family of transposases, except for one DDE transposase. Three transcription factor families (IclR, ArcR, and AsnC) were also targeted by asRNAs. 

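Genes opposite lowered asRNAs were spread over many functions. At least 2-fold lower asRNAs with a target numbered 115 and covered 30 genes with a name in Table S4, out of 200 named targets of matched asRNAs. Hypothetical proteins gave 8 of 34, ABC transporters, which carry substrates across the membrane, 2 of 17, cell division and chromosome partitioning 2 of 6, and hydrolases 0 of 3. None of the lists was over- or under-represented, with an adjusted p of 1 over 42 tests (Fisher's exact test, two-sided). Those tests include the lists for higher asRNAs, which could not pass, and most lists have few members. They therefore show little either way. The names in Table S4 were chosen by the study on these samples.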

A functional enrichment gene ontology analysis found that downregulated sRNAs targeted genes involved in membrane transport (ABC transporters) and the biosynthesis of secondary metabolites, as well as hydrolases (Fig. 7B). A significant proportion of enriched targets for both up- and downregulated sRNAs were genes encoding hypothetical proteins.

**FIG 7:**
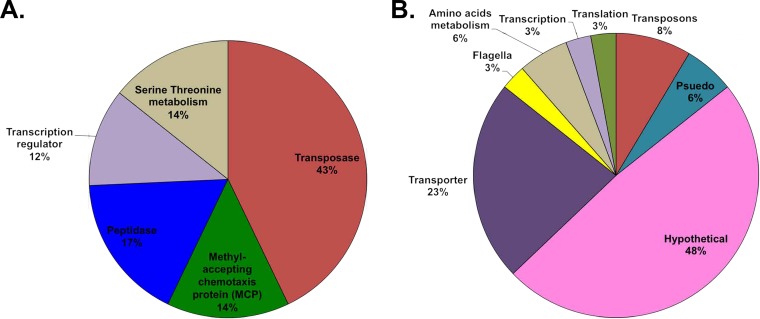
Gene ontology enrichment analysis identifying the functional classification of gene targets of sRNAs during oxidative stress. (A) Enriched target gene functions for upregulated sRNAs. (B) Enriched target gene functions for downregulated sRNAs.

### mRNA transcriptional response to oxidative stress in H. volcanii.

To determine the transcriptional landscape of mRNAs during oxidative stress, especially for mRNAs that were predicted targets of sRNAs, we sequenced rRNA-depleted mRNA-seq libraries in parallel with the previously described sRNA-seq libraries (derived from the same pool of total RNA). 

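mRNA levels came from 3 cultures in each condition, from the same RNA pools, depleted of rRNA and sequenced without size selection. The authors gave each gene a TPM value in each library with stringtie, and each library sums to 1000000 TPM. TPM holds no read numbers, so depth is unknown and no intervals are given. log2(TPM + 1) was tested with limma for 3763 genes with a mean of at least 1 TPM in either condition, and p values were adjusted by the Benjamini-Hochberg method at 5%. limma pooled the spread of all genes fully, so the standard error of every log2 change as deposited is 0.59. A p as deposited therefore rests on this shared spread and not on how a gene varied between its own cultures. Very small values are not a measure of precision for single genes. The libraries differed in their RNA make-up. rRNA genes took 14.7, 59.2 and 67.7% of TPM in the 3 no-challenge libraries and 29.7, 17.3 and 17.4% under H2O2, and the signal recognition particle RNA took 21.2, 7.65 and 6.29% against 16.5, 20.0 and 20.2%. As TPM is a share of a fixed total, such differences shift all other genes together. The median log2 change over all genes was 0.21 as deposited, −0.02 after median-ratio scaling and −0.33 with rRNA and tRNA left out. Changes of single genes are therefore given relative to the median of all genes, as relative log2 changes, while p tests the change as deposited. Function names come from Table S4 for 1151 of the genes tested, and symbols from the gene table for 463. Lists of genes were compared with all named genes by Fisher's exact test, two-sided, adjusted over 116 tests. Names in Table S4 were chosen by the study on these samples, so the lists drawn from them are not independent evidence.

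**Figure D3:**
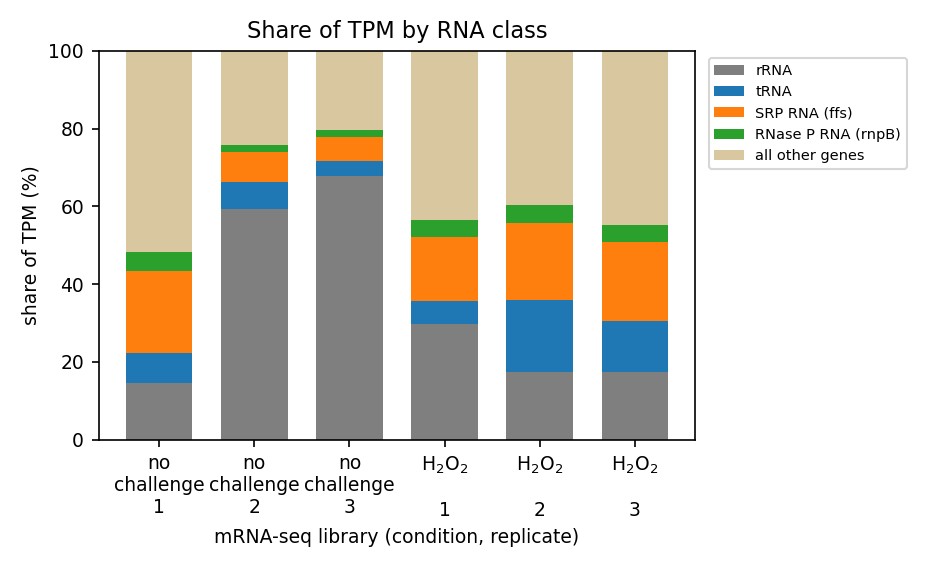
Share of TPM taken by each RNA class in the 6 mRNA-seq libraries (3 no challenge, 3 H2O2). 1 bar per library, no error drawn.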

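After 1 h in H2O2, far more mRNAs rose than fell in the values as deposited. limma called 176 of 3763 genes higher and 13 lower, and 580 had an unadjusted p below 0.05. With the same standard error for every gene, only changes well over 2-fold could be called, so all 189 changed at least 2-fold. Of the 176, 174 were higher under H2O2 in all 3 cultures, and of the 13, 11 were lower in all 3. The calls were made on these same values, so this agreement is no further evidence. Libraries of the 2 conditions did not overlap for 173 of the 176 and 9 of the 13. Over all 3763 genes this held for 826 (22%), with 10% expected by chance. Among genes named in Table S4, those for hypothetical proteins, which have no known function, had 77 of 343 rising and 3 falling. Adjusted over the list alone the counts were 145 and 6, and median-ratio scaling called 191 and 96. The 77 were more than other named genes gave (Fisher's exact test, adjusted p = 3.1e-05, 6.1e-08 to 3.7e-04 over 4 alternatives). Both sides of that test are genes the study chose on these samples. It is therefore not independent evidence and leaves out hypothetical proteins without a name there. Of 1151 tested genes named in Table S4, 1135 changed in the direction that the table gives. Median-ratio scaling called 630 higher and 453 lower, 177 of the 189 among them, and leaving out rRNA and tRNA called 382 and 894. With the culture as a block, 383 rose and 29 fell. Rises numbered 1233 without no-challenge replicate 1, 68 without no-challenge replicate 2, and 104, 70 and 52 without H2O2 replicate 1, 2 and 3.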

During H_2_O_2_-induced oxidative stress, one-fourth of all genes (1,176) were significantly differentially expressed with a false-discovery rate of less than 5% (see Table S4). Both catalase and superoxide dismutase, known ROS detoxification enzymes, were upregulated at the mRNA level, thus validating our experimental approach and characterizing H. volcanii response to oxidative stress at the transcriptional level (Fig. 8). 

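Enzymes that remove H2O2 and superoxide were among the rising genes. The catalase-peroxidase gene katG (HVO_RS13250), whose product breaks down H2O2, rose from 51.2 ± 27.3 to 369.6 ± 62.7 TPM (mean ± SD, n = 3; relative log2 change 2.75, adjusted p = 5.1e-05, limma). The superoxide dismutase gene HVO_RS03960 rose from 1349 ± 911 to 5409.6 ± 914 TPM (1.98, adjusted p = 0.00713). A second superoxide dismutase gene, HVO_RS18790, stood at 0.60 (adjusted p = 0.589, limma). dpsA (HVO_RS07285), for a ferritin-like protein that binds iron and DNA, rose from 1414 ± 873 to 12895 ± 2486 TPM (3.15, adjusted p = 2.5e-06). Thioredoxin HVO_RS18170 (2.61), trxA HVO_RS09315 (1.74), glutaredoxin HVO_RS09890 (1.62) and the thioredoxin reductases HVO_RS09650 (1.84) and HVO_RS10095 (1.81), which keep protein thiols reduced, rose too. Of 17 genes of ROS detoxification named in Table S4, 8 rose and none fell, with a median of 1.51. Adjusted over the list alone the counts were 12 and 0, and median-ratio scaling called 12 higher and 3 lower. The study chose the genes of Table S4 on these samples, so the list is not independent evidence. Genes of this kind without a name there are not counted. The list was over-represented among higher genes with an adjusted p of 0.0272, and this call was lost in every alternative (0.104 to 0.265 over 4). The thioredoxin-family genes HVO_RS13160, HVO_RS09790 and HVO_RS07315 were below the median of all genes (−0.90, −0.65 and −0.56). trxA was called in 9 of 20 settings and HVO_RS18170 in 16 of 20, and both calls were lost with rRNA and tRNA left out (limma adjusted p = 0.0656 and 0.0563). HVO_RS03960 was no longer called with a pseudocount of 0.1, or without no-challenge replicate 2, H2O2 replicate 2 or H2O2 replicate 3.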

A GO enrichment analysis (DAVID) was used to identify what pathways were enriched with differentially expressed genes during oxidative stress. 

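Within the transcription machinery, initiation factors changed most and RNA polymerase subunits much less. Of 5 named basal initiation factor genes 3 rose (3 adjusted over the list alone, 4 called after median-ratio scaling), with a median relative log2 change of 2.66, higher than 99.99% of 10000 random lists of the same size, though Fisher's test gave an adjusted p of 0.365 (0.448 to 0.896 over 4 alternatives). Among 8 RNA polymerase subunit genes limma called rpoH (HVO_RS06370), which rose from 80.4 ± 43.5 to 266 ± 55.9 TPM (1.61, adjusted p = 0.0404), and 1 when adjusted over the list alone. All 8 stood above the median of all genes, from 0.15 for subunit E″ (HVO_RS13805, limma adjusted p = 0.896) through 0.50 for A′ (HVO_RS06385) to 0.85 for D (HVO_RS18145, adjusted p = 0.389). Their median of 0.70 stood at the 49.8th percentile of random named lists, and median-ratio scaling called 3 higher and none lower. Of 8 regulators in the IclR, ArsR and AsnC families, which bind DNA near the genes they control, 1 rose, the ArsR gene HVO_RS08400, from 32.5 ± 20.6 to 139 ± 31.9 TPM (2.01, adjusted p = 0.00596); 5 passed when adjusted over the list alone, and median-ratio scaling called 5 higher and 2 lower. These names come from Table S4, so the counts are not independent evidence.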

The most enriched (*P* < 0.05) upregulated genes were involved in transcription, including various transcription factor families, all of the RNA polymerase subunit genes, and transcription initiation factors. Other enriched (*P* < 0.05) upregulated pathways were involved in iron-sulfur cluster assembly, DNA topological change (topoisomerase), proteasomes, cell redox homeostasis, histidine metabolism, and 2-oxocarboxylic acid metabolism. 

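Genes of several maintenance pathways stood above the median of all genes, with 1 or a few passing the test in each list but that of the proteasome. Iron-sulfur clusters are cofactors that H2O2 damages, and the scaffold gene sufU (HVO_RS05210) rose from 279 ± 169 to 1077 ± 164 TPM (1.88, adjusted p = 0.0114), 1 of 3 named assembly genes (3 adjusted over the list alone). Of 4 topoisomerase genes, which adjust DNA winding, the subunit B gene of topoisomerase VI (HVO_RS12245) rose from 85.8 ± 45.5 to 323 ± 43.1 TPM (1.81, adjusted p = 0.0163), and 3 passed over the list alone; gyrB (HVO_RS12250) stood at 1.24 and was called with the replicate block, as were ilvC and leuC below. No proteasome gene of the 3 named passed limma over all genes, while 1 had an unadjusted p below 0.05 and 1 passed over the list alone. Median-ratio scaling called higher all 3 assembly genes, 3 of the 4 topoisomerase genes and all 3 proteasome genes. Among 9 genes of redox defence, chosen by symbol, 4 rose (7 over the list alone, 7 called after median-ratio scaling), more than other genes with symbols gave (adjusted p = 0.0272, 0.00172 to 0.118 over 4 alternatives). The methionine sulfoxide reductase genes msrA (HVO_RS02870) and msrB (HVO_RS15440), which repair oxidised methionine, stood at 1.07 and 1.04. Histidine metabolism had 2 of 9 rising (3 over the list alone), with 4 higher and 3 lower after median-ratio scaling; its names also take in HVO_RS07790 and HVO_RS09375, which act in other pathways. In 2-oxocarboxylic acid metabolism ilvB (HVO_RS11980), for the first step to valine and isoleucine, was the 1 of 7 that rose (1.66, adjusted p = 0.0313), and all 7 passed over the list alone; 6 were called with the replicate block and 7 in each of 3 other alternatives, and the list's adjusted p was 0.00277 to 0.0333 over 4 alternatives. As deposited the list was not over-represented. The 7 include ilvC (HVO_RS11970) at 1.45 and leuC (HVO_RS11960) at 1.39, near ilvB by locus number, while Fisher's test counts each gene as independent. The other lists in this paragraph are named after Table S4 and are not independent evidence.

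**Figure D4:**
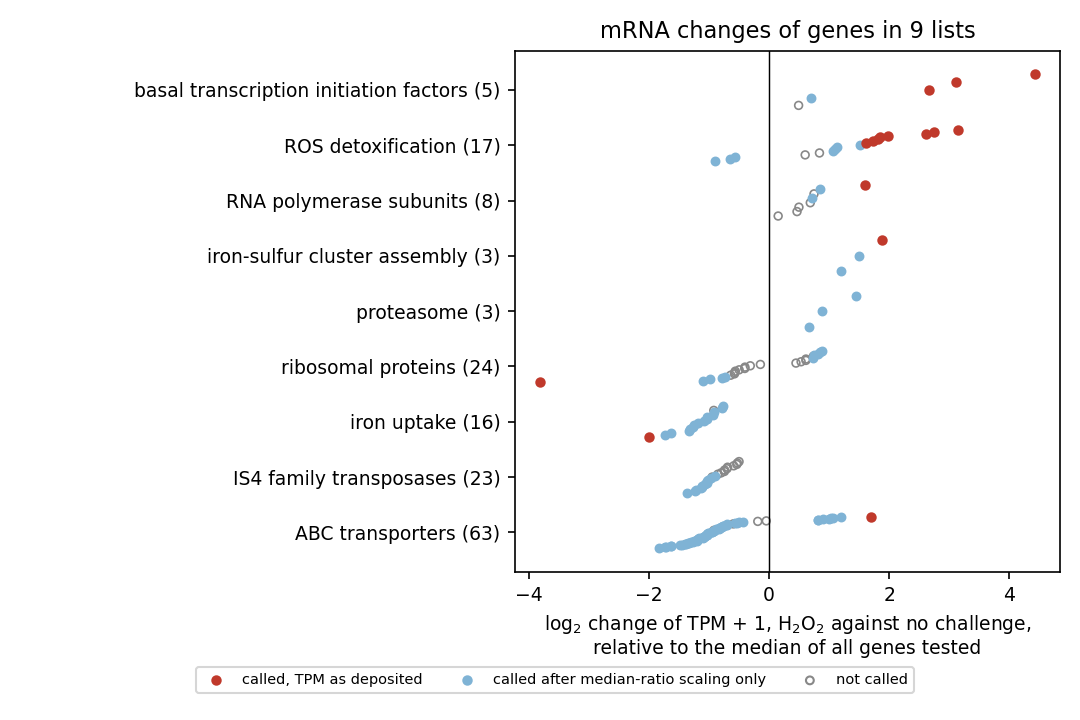
Relative log2 change of TPM + 1 (H2O2 against no challenge, mean of 3 cultures in each) of every member of 9 gene lists, list sizes in brackets. Red points passed limma at 5% as deposited, blue points only after median-ratio scaling, open points in neither. 1 point per gene, no error drawn; the standard error of each change as deposited is 0.59.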

The most upregulated gene was a reactive intermediate/imine deaminase with a fold change expression increase of 84. 

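RidA (HVO_RS12485), an imine deaminase that clears reactive enamine by-products of amino acid breakdown, rose far more than any other gene. It went from 32.6 ± 20.4 to 3955 ± 1409 TPM (6.79, limma adjusted p = 3.3e-29 as deposited and 3.9e-04 after median-ratio scaling). It was called in each of 21 settings, with adjusted p from 1.4e-43 to 0.00665. HVO_RS14625, a hypothetical protein gene, rose from 8.95 ± 6.53 to 287 ± 135 TPM (4.75), and HVO_RS14415 from 144 ± 99.0 to 2049.9 ± 1199 TPM (3.75). radA (HVO_RS05195), the recombinase for repair of double-strand breaks, rose from 105 ± 49.2 to 1299 ± 276 TPM (3.50, adjusted p = 1.6e-07). HVO_RS02450 stood at 3.45, the pseudogene HVO_RS03840 at 3.42, HVO_RS03655 at 3.28 and the transcriptional regulator gene HVO_RS03610 at 3.24.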

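Transposase genes of the IS4 family were low under H2O2 as a group, though none passed the test as deposited. All 23 stood below the median of all genes, with a median relative log2 change of −0.95, low among 10000 random named lists (percentile 0.760). Single members ran from −0.50 to −1.38 for HVO_RS06040. limma called 0 higher and 0 lower, also when adjusted over the list alone, with 1 lower at an unadjusted p below 0.05. Median-ratio scaling called 12 lower and leaving out rRNA and tRNA 18, and the adjusted p for lower genes ran from 0.00277 to 1.00 over 4 alternatives. Among all 30 named transposases 1 rose (1 over the list alone; 2 higher and 13 lower after median-ratio scaling), the IS200/IS605 gene HVO_RS10230, from 395 ± 245 to 2420.5 ± 459 TPM (2.56), and 25 were below the median of all genes. Names come from Table S4 and are not independent evidence.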

The most enriched (*P* < 0.05) downregulated genes were Tn*5*-like IS*4* transposases. Other enriched (*P* < 0.05) downregulated pathways were pyrroloquinoline quinone (PQQ) proteins, tetrapyrrole methyltransferases, and ABC transporters. 

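Genes for importers and for cofactor synthesis lay low under H2O2, mostly without passing the test as deposited. ABC transporters use ATP to move substrates across the membrane, and 55 of 63 stood below the median of all genes, with a median of −0.96. limma called 1 higher, the nitrate transporter gene HVO_RS12405 (1.69, adjusted p = 0.0273), and 0 lower (none adjusted over the list alone), with 5 and 9 at an unadjusted p below 0.05. The list was under-represented among higher genes (Fisher's exact test, adjusted p = 0.0272, 7.7e-07 to 1.1e-05 over 4 alternatives), and median-ratio scaling called 8 higher and 51 lower. Names of the lists in this paragraph come from Table S4, so neither the counts nor this test are independent evidence. Of 7 PQQ proteins, named for the redox cofactor pyrroloquinoline quinone, HVO_RS00670 fell from 14.1 ± 11.1 to 2.35 ± 3.92 TPM (−2.78, adjusted p = 8.5e-04; 1 over the list alone), and 5 were below the median of all genes. HVO_RS00670 was called in 10 of 20 settings, and its SD under H2O2 exceeds its mean. All 10 genes of cobalamin and tetrapyrrole synthesis, among them cobM (HVO_RS00290) at −1.24, lay below it with a median of −0.88; limma called 0, also over the list alone and at an unadjusted p below 0.05, while median-ratio scaling called 9 lower.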

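The largest falls were few, and 7 of the 13 genes called lower were also called after median-ratio scaling. HVO_RS16985, for ribosomal protein L18, went from 1072 ± 243 to 277 ± 427 TPM (−3.82, adjusted p = 3.0e-07), with an SD under H2O2 larger than the mean, and gave a limma adjusted p of 0.0613 after median-ratio scaling. HVO_RS15660 fell by 3.67 on the relative log2 scale and was called in 12 of 20 settings. pheT (HVO_RS18955), for a subunit of phenylalanyl-tRNA synthetase, stood at −3.51, adjusted p = 3.5e-06, and at a limma adjusted p of 0.0709 after median-ratio scaling. HVO_RS09730 and HVO_RS05335 both stood at −2.66, with calls in 11 and 13 of 20 settings. ptsH1 (HVO_RS11925), for the carrier protein of a sugar phosphotransferase system, stood at −2.42 with a call in 6 of 20 settings. An iron transporter gene, HVO_RS00195, fell from 6.31 ± 2.98 to 1.0 ± 0.37 TPM (−2.0, adjusted p = 0.0462) and was called in 14 of 20 settings. HVO_RS16620, from 42.8 ± 21.0 to 11.0 ± 1.00 TPM, was called in 16 of 21. HVO_RS15340 (−2.62, adjusted p = 0.00208) and btuD (−2.23, adjusted p = 0.0165) were called lower in 8 and 7 of 20 settings, and neither was called after median-ratio scaling (limma adjusted p = 0.0736 and 0.0858).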

Only two genes had a downregulation of <−4-fold, and these were an iron transporter and lysine 6-monooxygenase.

**FIG 8:**
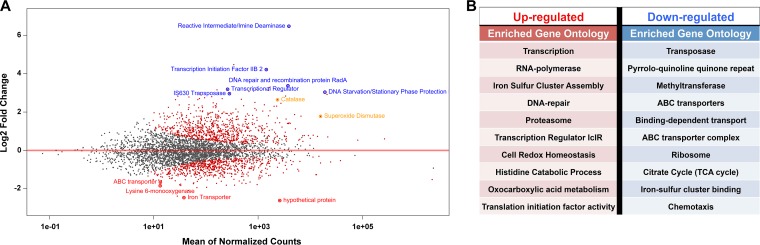
Distribution of differentially expressed genes during oxidative stress in H. volcanii. (A) MA plot of differentially expressed genes; each point represent a gene. Significant (FDR < 5%) differentially expressed sRNAs are color coded as upregulated (blue) or downregulated (red) and known oxidative stress response genes (yellow). (B) Gene function for the most up- and downregulated sRNAs.

## DISCUSSION

Previous studies of sRNAs in Archaea revealed the abundance of sRNAs within the third domain of life and have been pivotal in establishing a working hypothesis on archaeal sRNA functionality. These studies have been limited to (i) microarray studies that do not enable *de novo* discovery of sRNAs, (ii) differential RNA-seq (dRNA-seq) approaches, which select only for primary transcripts and do not provide length (nt) information nor expression information (only coverage), and (iii) individual sRNA studies, which do not give a holistic view of the pathways being regulated within the cell. Using a custom strand-specific sRNA-seq library preparation and analysis pipeline, we have developed a method to perform high-throughput analysis of the sRNA transcriptional landscape, expression, and regulatory effects, and to identify regulated gene pathways in response to environmental stressors within the Archaea. In this study, we propose that sRNA-mediated transcriptional regulation is key in regulating stress responses to environmental challenges, such as oxidative stress, in the haloarchaea. sRNAs have the potential to carry out large-scale regulation of genes involved in the oxidative stress response, resulting in increased resistance to extreme environmental stressors.

The discovery that sRNAs comprised nearly one-third of the total transcriptome of H. volcanii and included basal transcriptional promoters, under both no-challenge and oxidative stress conditions, suggests that sRNAs have an important functional role under a variety of environmental conditions. We discovered thousands of sRNAs expressed in H. volcanii, with the majority being antisense to genes, indicating that antisense transcription was ubiquitous within the cell. This is in stark contrast to most of the literature reporting that a majority of sRNAs discovered in Archaea were intergenic (9, 13, 22, 39). This discrepancy is likely due to previous studies being limited to microarray approaches. Indeed, a recent study using directional RNA-seq (dRNA-seq) to map all transcription start sites (TSS) in H. volcanii found thousands of novel TSS, with 1,244 of these TSS being antisense to mRNAs (24). Most of the TSS (75%) of the sRNAs we discovered in H. volcanii had the same TSS (±10 nt) as those found in the dRNA-seq study by Babski et al. (24), further confirming our results. This underlines the importance of HTS studies, especially strand-specific RNA-seq such as in our study, to discover the full extent of antisense sRNA expression in Archaea.

Our finding suggests that a priori *cis*-acting sRNAs may play a larger role than *trans*-acting sRNAs within the cell. It should not be overlooked that the difficulty in finding *in silico* targets for intergenic sRNAs, because these sRNAs do not form 100% complementarity with their targets, might suggest that they have multiple mRNA targets. Antisense and intergenic sRNAs are broad classifications used in the archaeal small noncoding RNA field, but our data revealed that further classifications can be made on the basis of sRNA-mRNA binding characteristics (5′ UTR, 3′ UTR, and CDS), differential expression, and regulatory effects. We found that only a small fraction of asRNAs targeted the 5′ UTRs of mRNAs, which is in concurrence with work demonstrating that most mRNAs in H. volcanii are leaderless (lacking a 5′ UTR). A majority of the 5′ UTR-binding sRNAs targeted transposons, providing further evidence that they may constitute their own class of sRNAs. Within this context, 3′ UTR-binding sRNAs should also be considered another class of sRNAs, resembling eukaryotic sRNAs, which likely lead to the degradation of their target transcripts. The majority of the asRNAs we identified in H. volcanii had 100% complementarity within the CDS of their target mRNAs. This is the first report of such a finding in any domain of life and might constitute an attribute unique to archaeal sRNAs. We could not identify any “seed” binding region for these CDS-binding sRNAs, indicating that they likely have full occupancy on the mRNA. It is worth noting that there were only a few instances (<20) where sRNAs overlapped more than the full length of the target mRNA (i.e., the asRNA is longer than the mRNA) or overlapped multiple *cis*-mRNA targets (i.e., the asRNA overlaps the 3′ UTR of one mRNA and the 5′ UTR of an adjacent mRNA), which is novel in the Archaea.

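Many asRNAs reached over more than 1 gene. Without challenge 377 asRNAs (25.5%) overlapped at least 2 annotated genes, counted on either strand from 1 nt on, and under H2O2 221 (20.1%) did. Asked instead for asRNAs that cover the whole of their target gene, the counts were 35 and 22. Genes in haloarchaea stand close together, and these counts use annotated gene ends without untranslated regions.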

Most H. volcanii sRNAs had a normalized expression value of 200 TPM or less, indicating that sRNA transcripts are relatively abundant in the cell. The use of a stringent thresholding approach resulted in a smaller number of more highly expressed sRNAs but avoided potentially reporting false positives with low TPM values or transcriptional noise. In comparison, most mRNAs within H. volcanii had TPM values of 20 or less. 

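Most protein-coding genes had low mRNA levels, and most listed sRNAs were lower still. Of 3680 protein-coding genes, 59.9% had at most 20 TPM without challenge and 56.7% under H2O2. Among sRNAs, 68.4% without challenge and 76.9% under H2O2 had at most 1 TPM. sRNA and mRNA values come from separate libraries, with and without size selection, so equal TPM need not mean equal numbers of molecules.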

We found a population of antisense sRNAs with significantly higher expression than their putative *cis*-mRNA targets, suggesting a potential negative regulatory role in sRNA-mRNA interactions (Fig. 3 and 4B) (40–42). This trend extended to many asRNAs (under both no-challenge and oxidative stress conditions), down to sRNAs with expression levels of 40 TPM. Stronger evidence for a negative regulatory effect lies with a population of upregulated sRNAs. A group of significantly upregulated asRNAs had target mRNAs that were downregulated during oxidative stress, indicating these asRNAs could potentially negatively regulate mRNA targets at the transcript level. Whether this negative regulation is occurring during transcription initiation/elongation or if these asRNAs are causing mRNA degradation is currently unknown. All the asRNAs targeting transposons at the 5′ UTR were upregulated, and the transposon mRNAs were downregulated (Fig. 4D), suggesting that these asRNAs might have a similar mechanistic function (6, 43, 44). If indeed these asRNAs are negatively regulating their target mRNAs in H. volcanii, we expected to find that downregulated asRNAs have upregulated target mRNAs. Some downregulated asRNA targets exhibited this pattern, further supporting a potential negative regulation (Fig. 4C). Many mRNA targets of both up- and downregulated asRNAs exhibited the same regulatory pattern, suggesting a potential nonnegative regulatory role for a group of asRNAs (Fig. 4). Alternative hypotheses, reflecting the complexity of transcriptional regulation in the Archaea, can be formed: (i) these asRNAs may have a positive regulatory effect, such as stabilizing target mRNAs and masking them from degradation as seen with an intergenic sRNA (itsRNA) in M. mazei (23), (ii) *trans*-acting intergenic sRNAs might be targeting these mRNAs, negatively regulating them, and (iii) some may have an unknown function (23).

The most enriched negatively regulated sRNA targets were transposases, chemotaxis proteins, and transcription factors. It has been shown that transposons are opportunistic, and under stress conditions, they can wreak havoc by hopping around in the genome causing double-strand breaks and hence need to be silenced (6, 43, 44). A functional enrichment of IS*4* transposon genes that are downregulated during oxidative stress supports our observation that the upregulated sRNAs can potentially negatively regulate transposons and suggests that transposon activity is tightly regulated during oxidative stress in H. volcanii. sRNA-mediated regulation of chemotaxis transducer proteins during oxidative stress suggests interesting implications in sensing ROS and motility. H. volcanii expresses genes coding for a flagellum analog named “archaellum,” which are organized into an operon and are regulated by a network of regulators called the archaellum regulatory network (arn) (identified in crenarchaea) (45, 46). The regulation of these motility genes is still under investigation and so far is restricted to a few examples, such as under H_2_ or nitrogen limitation conditions in Methanococcus jannaschii and Methanococcus maripaludis (46–49). No direct transcriptional regulators of the archaellum have been identified in Euryarchaeota, but the deletion of archaellin genes, the presence of the H-domain set of type IV pillins, and Agl proteins have been shown to affect the assembly of the archaellum in H. volcanii (46, 50–52). Integral to how microorganisms maintain homeostasis in stressful and fluctuating environments are the gene regulatory networks composed of interacting regulatory transcription factors and their target gene promoters (53). Our discovery that sRNAs are targeting transcription factors provides evidence that sRNAs are likely deeply interlaced within complex gene regulatory networks of H. volcanii, and these sRNAs are key to maintaining homeostasis during environmental stresses such as oxidative stress. Many mRNA targets of differentially regulated sRNAs were hypothetical proteins, indicating that much remains to be elucidated in this organism.

Our whole transcriptional analysis demonstrated that close to one-third of the genes (∼1,100 [30%]) in H. volcanii were differentially regulated during constant H_2_O_2_-induced oxidative stress at ∼80% survival, which is in agreement with the transcriptional response of H. salinarum during constant H_2_O_2_-induced (929 genes [38%]) and paraquat-induced (1,099 genes [45%]) oxidative stresses at ∼80% survival (2). This indicates that transcriptional regulation is crucial in order to mount this oxidative stress response via gene activation and repression. Two single-stranded DNA binding proteins (RpaB and RpaC) were found necessary for the increased survival of H. volcanii under ionizing radiation (a proxy for desiccation) and UV radiation, stressors that both cause oxidative stress (54, 55) (J. DiRuggiero, unpublished data). In H. salinarum, Rpa operons were upregulated under ionizing radiation as well and contributed to resistance (56, 57). In conjunction with previous findings, we observed that two of the most upregulated genes during H_2_O_2_ oxidative stress were RpaB1 (HVO_RS10725, 23-fold change) and RpaB2 (HVO_RS06105, 8-fold change), confirming their roles in oxidative stress resistance in H. volcanii and likely other haloarchaea. 

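A pair of genes for single-stranded DNA-binding proteins, which protect exposed DNA during repair, rose strongly. RpaB1 (HVO_RS10725) rose from 16.2 ± 12.5 to 478 ± 117 TPM (4.84, adjusted p = 1.3e-14), and RpaB2 (HVO_RS06105) from 297 ± 191 to 2433 ± 169 TPM (3.00, adjusted p = 7.1e-06). Both were called in each of 21 settings. From this rise in conjunction with previous findings the paper concludes that RpaB1 and RpaB2 have roles in resistance to oxidative stress.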

One gene, a reactive intermediate/imine deaminase RidA-homolog (HVO_RS12485), was upregulated orders of magnitude more than any other gene. The encoded protein is known to be involved in the synthesis of branched-chain amino acids by speeding up the IlvA-catalyzed deamination of threonine into 2-ketobutyrate (58, 59). Previous work has shown that in the presence of reactive chlorine species (RCS), such as HOCl, imine deaminase seemed to inhibit IlvA activity suggesting that imine deaminase may have a different function in the presence of RCS (58, 60). Further studies found that imine deaminase can sense RCS and, in doing so, becomes a chaperone that prevents protein aggregation (58). Reactive oxygen species in hypersaline environments produce RCS (61). In addition, ROS cause extensive irreversible protein damage such as carbonylation, which in turn causes protein aggregation (62, 63). This reactive intermediate/imine deaminase is the most upregulated protein-encoding gene, suggesting that it may be playing a similar chaperone role to prevent protein aggregation, by sensing either ROS or RCS produced by H_2_O_2_ (58, 60).

This study is the first to report on the transcriptional response of H. volcanii to oxidative stress, and while we found similar responses to H_2_O_2_ exposure as previously reported for H. salinarum (2), further validating our work and providing evidence that haloarchaea have evolved similar strategies to survive their environmental stresses, we also found responses that were unique to H. volcanii. 

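Genes for iron-sulfur cluster assembly and for protein breakdown leaned upward together, and DNA repair genes were mixed. For the SUF system, sufB (HVO_RS08820) stood at 1.20, adjusted p = 0.162, sufD (HVO_RS08825) at 1.50, adjusted p = 0.0633 and sufS (HVO_RS05220) at 1.24, adjusted p = 0.145. Of the 4 suf genes chosen by symbol 1 passed over all genes and 4 adjusted over the list alone, and median-ratio scaling called 4 higher. Proteasomes degrade damaged proteins, and the ATPase gene pan2 (HVO_RS14090) rose from 46.3 ± 28.9 to 165 ± 17.0 TPM (1.76, adjusted p = 0.0202), 1 of 5 (3 over the list alone), beside pan1 (HVO_RS08770) at 1.53, adjusted p = 0.0561, psmB (HVO_RS12200) at 1.45 and psmA (HVO_RS09940) at 0.66. All 5 were called higher after median-ratio scaling. With the replicate block sufB, sufD, sufS and pan1 were called too (limma adjusted p = 0.0344, 0.00704, 0.0287 and 0.00581). Of 9 genes listed under DNA repair and recombination by their names in Table S4, 2 rose (2 over the list alone). They were radA and paaC (HVO_RS04115), which acts on phenylacetate and matched by letters of its name. Median-ratio scaling called 4 of the 9 higher and 3 lower. rad50 (HVO_RS08790), for a protein that binds broken DNA ends, stood at 1.25.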

Similarities to H. salinarum include the upregulation of genes encoding ROS scavenging proteins (catalase and superoxide dismutase) and iron sulfur assembly proteins (SufB and SufD), as well as proteasome genes, indicating high protein turnover, and many DNA repair genes (2). 

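No named gene of the TCA cycle or for halocyanins passed the test as deposited, and most lay below the median of all genes. In the TCA cycle, which oxidises acetyl-CoA, limma called 0 of 5 named genes, also over the list alone, with 1 higher and 1 lower at an unadjusted p below 0.05. Relative log2 changes were −0.69 for sucC (HVO_RS16585), −0.65 for sucD (HVO_RS16580) and −0.42 for icd (HVO_RS17200). Median-ratio scaling called 1 higher and 3 lower, and leaving out rRNA and tRNA 1 and 4. The higher one is leuB (HVO_RS11950), which acts in leucine synthesis, and HVO_RS00220, a transaminase gene, is likewise in the list only through its name. By symbol, 8 of 9 TCA cycle genes were below the median of all genes, with a median of −0.46 at the 1.48th percentile of random lists; limma called 0 as deposited, 3 lower after median-ratio scaling and 6 lower with rRNA and tRNA left out. Halocyanins are copper proteins that carry electrons, and limma called 0 of 4, also over the list alone and at an unadjusted p below 0.05. HVO_RS17530, HVO_RS15035 and HVO_RS08660 stood at −0.70, −0.69 and −0.34, and HVO_RS10075 at 0.67 (limma adjusted p of 0.0313 after median-ratio scaling). With rRNA and tRNA left out 3 of the 4 were called lower and none higher. The sugar ABC transporter gene HVO_RS03105 stood at −1.84, adjusted p = 0.0836, and was called lower after median-ratio scaling, with the replicate block and with rRNA and tRNA left out (limma adjusted p = 0.00421, 0.0113 and 0.00587). The lists by name are named after Table S4 and are not independent evidence.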

Most of the downregulated genes were involved with metabolism, such as sugar/phosphate/peptide ABC transporters, electron carriers (halocyanin), and tricarboxylic acid (TCA) cycle enzymes, possibly to halt growth until damage is repaired (2, 64). 

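Iron uptake genes lay low as a whole under H2O2. All 16 stood below the median of all genes, with a median relative log2 change of −1.14, lower than in any of 10000 random lists. As deposited limma called 1 lower and none higher (1 over the list alone), with 3 lower at an unadjusted p below 0.05. Iron reacts with H2O2 to give hydroxyl radicals, and importers bring it into the cell. The iron(III) permease gene HVO_RS13165 went from 132 ± 40.3 to 45.7 ± 14.7 TPM (−1.73, adjusted p = 0.119; 0.0205 with the replicate block) and HVO_RS00225 from 153 ± 65.3 to 54.7 ± 13.6 TPM (−1.63, adjusted p = 0.161; 0.0340 with the block). Median-ratio scaling called 15 of the 16 lower, and the adjusted p for lower genes was 0.775 as deposited and 1.8e-07 to 0.0292 over 4 alternatives. The list takes its names from Table S4 and is not independent evidence.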

The most downregulated gene was for an iron ABC transporter, most likely to limit further production of ROS via Fenton reactions (2). Of the unique responses to oxidative stress in H. volcanii, we found that genes encoding all of the RNA polymerase subunits and transcription elongation factors and seven basal transcription initiation factors (HVO_RS12755, 18.4-fold change; HVO_RS01380, 8.6-fold; HVO_RS09745, 6.5-fold; HVO_RS01840, 2.1-fold; HVO_RS05475, 1.74-fold; HVO_RS11835, 1.5-fold; HVO_RS05475, 1.3-fold change) were significantly upregulated in response to oxidative stress. 

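Initiation factors of the TFB family, which bring RNA polymerase to promoters, held strongly rising genes and genes that did not pass as deposited. HVO_RS12755 rose from 19.0 ± 11.7 to 446 ± 96.4 TPM (4.43, adjusted p = 2.2e-12), HVO_RS01380 from 5.27 ± 2.98 to 58.3 ± 11.9 TPM (3.12, adjusted p = 2.7e-06) and HVO_RS09745 from 18.3 ± 8.47 to 131 ± 14.1 TPM (2.66, adjusted p = 1.0e-04). All 3 were called in every setting in which they were tested. HVO_RS01840 stood at 1.17, adjusted p = 0.178, HVO_RS05475 at 0.97, adjusted p = 0.305, HVO_RS11835 at 0.70, adjusted p = 0.515 and HVO_RS08220 at 0.49, adjusted p = 0.663. After median-ratio scaling the first 3 of these gave limma adjusted p of 0.0106, 0.0145 and 0.0297, and with the replicate block HVO_RS01840 was called (0.0404). Of 3 elongation factor genes named in Table S4 limma called 0, with 1 at an unadjusted p below 0.05 and 1 over the list alone. Relative log2 changes were 1.44 for TFS (HVO_RS17410), which rescues stalled polymerase, 0.82 for Spt5 (HVO_RS08155) and 0.62 for NusA (HVO_RS06395). Median-ratio scaling called 2 of these 3 higher.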

The increase in sRNAs during oxidative stress could be attributed to this increase in transcription machinery. The majority of the 30S and 50S ribosomal subunits were downregulated, in contrast to that in H. salinarum. 

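Ribosomal protein genes, whose products build the ribosome, did not move together. As deposited, 1 of 24 named genes fell, that of L18 (1 over the list alone), and none rose. Relative to all genes 10 were above the median and 14 below, with a median of −0.36, low among random named lists (percentile 0.670). The gene for S11 (HVO_RS18150) was highest at 0.88. Direction depended on scaling, with 5 higher and 4 lower after median-ratio scaling and 0 higher and 9 lower with rRNA and tRNA left out. The 24 names come from Table S4, so this count is not independent evidence.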

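Most genes that break down histidine to glutamate rose, and no gene of histidine biosynthesis passed the test as deposited. hutG (HVO_RS04355) rose from 3.85 ± 3.94 to 34.0 ± 10.9 TPM (2.90, adjusted p = 1.7e-05), hutU (HVO_RS04360) from 17.4 ± 10.1 to 99.1 ± 23.0 TPM (2.35, adjusted p = 8.6e-04) and hutI (HVO_RS04350) from 14.6 ± 6.48 to 65.8 ± 16.3 TPM (1.94, adjusted p = 0.00826). hutH (HVO_RS04345), for the first step, stood at 1.55, adjusted p = 0.0516, and was called with the replicate block (limma adjusted p = 0.00506). That is 3 of 4 (4 over the list alone, 4 called after median-ratio scaling), over-represented among higher genes with an adjusted p of 0.0272 (0.00277 to 0.0177 over 4 alternatives). Of 9 histidine biosynthesis genes limma called 0, also over the list alone and at an unadjusted p below 0.05, with a median of 0.30; median-ratio scaling called 1 higher and 2 lower. Branched-chain amino acid synthesis had 1 of 9 rising and 6 over the list alone. The list was not over-represented as deposited, while 6 genes were called in each of 4 alternatives (list adjusted p 0.00277 to 0.0277). leuB (HVO_RS11950) stood at 1.19, leuD (HVO_RS11955) at 1.18 and ilvN (HVO_RS11975) at 1.43. These symbol lists do not depend on Table S4. The hut genes have neighbouring locus numbers, as do the ilv and leu genes named here, while Fisher's test counts each gene as independent.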

The upregulations of genes coding for histidine biosynthesis and catabolism into glutamate and 2-oxocarboxylic acid metabolism were unknown to be involved in the oxidative stress response, which further demonstrates there are still more mechanisms to uncover for oxidative stress resistance. RosR was identified as a global transcriptional regulator in H. salinarum, and it was strongly upregulated during oxidative stress (5). RosR demonstrated no differential expression during oxidative stress in H. volcanii, indicating that it may play another role in this organism. Cell cycle genes (*parA* and *cdc6*) involved in chromosome segregation (65) were downregulated, further suggesting that division is being arrested (halting growth) in order to repair damage.

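Genes for chromosome segregation and replication initiation did not share a direction. A parA gene, HVO_RS19360, for an ATPase that partitions DNA, rose from 21.9 ± 11.9 to 91.6 ± 22.3 TPM (1.96, adjusted p = 0.00775), while parA HVO_RS07560 went from 47.6 ± 25.6 to 19.5 ± 2.03 TPM (−1.33, adjusted p = 0.345; limma adjusted p of 0.00215 after median-ratio scaling) and parA HVO_RS03875 stood at 0.67. cdc6 genes mark replication origins; HVO_RS07755 stood at −0.91, adjusted p = 0.667 and HVO_RS04710 at −0.78, and both were called lower after median-ratio scaling (adjusted p of 0.00765 and 0.0117). smc (HVO_RS08015), for chromosome packing, stood at −0.84, and cetZ3 (HVO_RS10050), for a tubulin-like protein, rose (1.88, adjusted p = 0.0118). Of 12 genes of cell division and chromosome partitioning 3 rose and none fell (4 and 0 over the list alone), with a median of −0.56; 1 of the 3, the asparaginase gene HVO_RS03205, matched by letters of its name; median-ratio scaling called 4 higher and 5 lower. The 12 names come from Table S4 and are not independent evidence.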

In this study, we showed for the first time that small noncoding RNAs are specifically associated with the oxidative stress response in archaea. During oxidative stress, asRNAs were prevalently transcribed, comprising nearly 30% of the transcriptome of H. volcanii, and many upregulated asRNAs imparted a correlative negative regulatory effect on putative target mRNAs. These results support the hypothesis that some asRNAs in Archaea behave similarly to *cis*-acting bacterial sRNAs and eukaryotic siRNAs, which negatively regulate mRNAs by sharing extensive complementarity and facilitating RNA degradation (66, 67). The precise mechanism(s) of sRNA-mRNA mediated regulation, in particular, whether proteins are required to complex with sRNAs in order to mediate gene regulation, such as in Bacteria (Hfq) and Eukarya (Ago), remains to be elucidated. We also identified several classes of asRNAs, on the basis of their mRNA-binding patterns (3′ UTR, 5′ UTR, and CDS) and showed that CDS targeting of mRNAs was the predominant mode of action for sRNA hybridization. The mechanistic differences between these classes of sRNAs, as well as the regulatory roles of sRNAs in archaea and their functional importance in adaption to extreme environments, still need to be investigated.

## MATERIALS AND METHODS

### Culture growth conditions.

H. volcanii auxotrophic strain H53 (Δ*pyre2* Δ*trpA*) was used for all experiments. Culturing in liquid and solid media was done in rich medium (Hv-YPC) at 42°C and with shaking at 220 rpm (Amerex Gyromax 737) (68). Uracil and tryptophan were added to a final concentration of 50 μg/ml each.

### Oxidative stress exposure.

We exposed 5 biological replicates of H. volcanii strain H53 liquid cultures to the oxidative stress agent H_2_O_2_. Initially, cultures were grown in 80 ml of Hv-YPC under optimal conditions to an optical density (OD) of 0.4 (mid-exponential phase). To ensure homogeneity, each replicate was subsequently split into two 40-ml cultures, one used for the no-challenge (control) condition and the other for the oxidative stress condition. For the latter condition, 2 mM H_2_O_2_ (80% survival rate, previously determined) was directly added to the cultures followed by a 1-h incubation at 42°C with shaking at 220 rpm. Cultures were then rapidly cooled down and centrifuged at 5,000 × *g* for 5 min, and the pellets were resuspended in 18% seawater. The cell suspensions were then transferred to 1-ml tubes and centrifuged at 6,000 × *g* for 3 min, and the pellets were flash frozen and stored at −80°C until ready for RNA extraction. Control no-challenge culture replicates were processed in the same manner without the addition of H_2_O_2_.

### Oxidative stress survival curves.

The assessment of survival in H. volcanii under oxidative stress conditions was conducted using microdilution plating as described previously (7). The counts from replicates were averaged and the standard deviations calculated. Survival was calculated as the number of viable cells following H_2_O_2_ treatment divided by the number of viable untreated cells and graphed with standard error bars.

### RNA extraction.

Total RNA was extracted using the Zymo Quick-RNA Miniprep kit with the following modifications: after the addition of RNA lysis buffer to the frozen cell pellets, the cells were processed with 23-gauge needles and syringes to ensure complete cell lysis. H. volcanii liquid cultures are slimy and viscous; thus, to increase cellular lysis, 23-gauge needles and syringes were used to break down the cell pellets. Total RNA was then extracted according to the standard kit protocol.

### Small RNA-sequencing library preparation.

Total RNA for each biological replicate and condition was size selected by denaturing polyacrylamide gel electrophoresis. Twenty micrograms of total RNA was loaded onto a 7% denaturing urea polyacrylamide gel (SequaGel; National Diagnostics) in 0.5× Tris-borate-EDTA (TBE) buffer and run at a constant power of 30 W until the bromophenol blue bands reached the bottom of the gel. The gel was stained with SYBR Gold and visualized on a blue light box, and bands in the 50 to 500 nucleotide range, as indicated by the RNA Century Marker plus ladder (Thermo Fisher), were excised. Small RNAs (sRNA) were eluted by rotating overnight in 1.2 ml 0.3 M NaCl and were ethanol precipitated and DNase I (NEB) treated (37°C for 2 h) as previously described (69). Strand-specific libraries were prepared using the SMART-seq Ultralow RNA input kit (TaKaRa), and insert sizes were checked with the Bioanalyzer RNA pico kit (Agilent). Paired-end sequencing (2 × 150 bp) was carried out on the Illumina HiSeq 2500 platform at the Johns Hopkins University Genetic Resources Core Facility (GRCF).

### mRNA-sequencing library preparation.

Individual mRNA-seq libraries were made from the same RNA pools as the sRNA-seq libraries above. Total RNA was rRNA depleted using the Ribo-zero bacteria kit (Illumina) and sequenced using the sRNA-seq library preparation method described above but omitting the size selection by denaturing urea polyacrylamide gel electrophoresis.

### sRNA- and RNA-seq read quality control and reference-based read mapping.

The assessment of the quality of each sequencing library read was conducted using fastqc. The program trim galore was used with base settings to trim adapter sequences from reads and to filter out low phred score reads (<20). Short-length reads were preserved. Reads from each replicate were aggregated together per condition to get a set of consensus sRNAs and were mapped against the H. volcanii NCBI RefSeq genome (taxonomy identification [taxid] 2246; 1 chromosome, 4 plasmids) using the hisat2 aligner with strand-specific options turned on and splice aware options turned off, in paired-end mode (70).

### sRNA- and RNA-seq transcriptome assembly.

The reference-based alignments were assembled into transcriptomes using the program stringtie to build full-length transcripts and calculate coverage and expression values (TPM). The assembly was guided by a gene annotation file from the H. volcanii DS2 (NCBI RefSeq taxid 2246) genome to build transcripts and annotate them as either a gene or novel transcript (71). The minimum distance between reads for transcript assembly was specified at 30 nucleotides. gffcompare under default options was used to compare the assembled transcriptomes against the gene annotation file from H. volcanii DS2 (NCBI RefSeq taxid 2246) to annotate transcripts as genes or noncoding RNA (antisense or intergenic) (72, 73). In-house python scripts were used to bin transcripts that were annotated as genes, transcripts annotated as antisense (classified as a noncoding region opposite from a coding region), and transcripts annotated as intergenic (classified as a noncoding region between two coding regions), and antisense sRNAs were subsequently binned as 3′ UTR, 5′ UTR, or CDS overlapping.

### sRNA- and RNA-seq differential expression analysis.

We used a read count-based differential expression analysis to identify differentially expressed sRNAs during oxidative stress. The program featureCounts was used to rapidly count reads that map to the assembled sRNA transcripts (described above) (74). featureCounts was run with strand-specific options on, paired-end mode on, and multimapping off (74). The read counts were then used in the R differential expression software package DESeq2 (75). Briefly, read counts were converted into a data matrix and normalized by sequencing depth and geometric mean. Differential expression was calculated by finding the difference in read counts between the no-challenge state (control) normalized read counts and the oxidative stress normalized read counts (75). The differentially expressed sRNAs were filtered on the basis of the statistical parameter of false-discovery rate (FDR), and those that were equal to or under an FDR of 5% were classified as true differentially expressed sRNAs.

### *In silico* validation of sRNAs.

Differentially expressed sRNAs were validated by two *in silico* methods: (i) visualization of transcripts and (ii) open reading frame protein homology search. In the first method, transcriptomes for each replicate and condition were visualized on the Integrated Genome Viewer (IGV) against the H. volcanii (NCBI RefSeq taxid 2246) genome and annotation (76). The sRNA transcript coordinates were used to locate putative sRNAs, and if it was found within an operon, it was eliminated from further analysis. In the second method, blastx (default parameters) was used to search for protein and domain homology for each sRNA, and those that had significant homology with known proteins or domains were eliminated from further analysis (77).

### Regulatory element motif identification of sRNAs.

One hundred nucleotides upstream and downstream from the sRNA transcript start and stop coordinates were extracted using in-house python scripts. These regions were searched for transcription motifs (BRE and TATA box) using multiple sequence alignments, visualization with WebLogo (default parameters), and motif searching with MEME and CentriMo (default parameters) (78, 79).

### *In vivo* validation of sRNAs by Northern blot analysis.

Twenty micrograms of total RNA and [^32^P]ATP end-labeled Century-Plus RNA markers was loaded onto 5% denaturing urea polyacrylamide gels (SequaGel; National Diagnostics) and run at 30 W for 1.5 h to ensure well-spaced gel migration from 50 to 1,000 nucleotides (nt). Gels were transferred onto Ultrahyb nylon membranes and hybridized with 2 types of probes. For lowly expressed sRNAs, we probed with [γ-^32^P]dATP randomly primed amplicons generated with custom primers based on sRNA transcript genomic coordinates as determined by the sRNA-seq *in silico* analysis. Probe primers were at a minimum of 10 nt inward from the predicted genomic coordinates (start and stop) to ensure accurate transcript detection. Hybridizations were performed at 65°C. To determine strandedness of sRNAs, we used [α-^32^P]dATP end-labeled oligonucleotide probes (20 to 23 nt) that were antisense to sRNAs. Hybridizations were at 42°C. The rpl30 protein (HVO_RS16975) transcript was used as a loading control for differential expression calculation, because it was not differentially expressed under oxidative stress in this RNA-seq data set. Differential expression was calculated using ImageJ.

### Gene ontology enrichment analysis of mRNA-targets.

NCBI gene names for all mRNA targets of antisense sRNAs were uploaded into Database for Annotation, Visualization, and Integrated Discovery (DAVID) to determine the pathways and gene ontologies targeted by sRNAs.

### Accession number(s).

All raw reads and processed data from these experiments are available at NCBI under BioProject PRJNA407425. Illumina raw sequence data (.fastq) for each replicate and condition are deposited in NCBI Sequence Read Archive with accession number SRP117726.

## Supplementary Material

Supplemental material

## References

[1] RobinsonCK, WierzchosJ, BlackC, Crits-ChristophA, MaB, RavelJ, AscasoC, ArtiedaO, ValeaS, RoldanM, Gomez-SilvaB, DiRuggieroJ 2015 Microbial diversity and the presence of algae in halite endolithic communities are correlated to atmospheric moisture in the hyper-arid zone of the Atacama Desert. Environ Microbiol 17:299–315. doi:10.1111/1462-2920.12364.24372972

[2] KaurA, VanPT, BuschCR, RobinsonCK, PanM, PangWL, ReissD, DiRuggieroJ, BaligaNS 2010 Coordination of frontline defense mechanisms under severe oxidative stress. Mol Syst Biol 6:393. doi:10.1038/msb.2010.50.20664639PMC2925529

[3] ImlayJA 2008 Cellular defenses against superoxide and hydrogen peroxide. Annu Rev Biochem 77:755–776. doi:10.1146/annurev.biochem.77.061606.161055.18173371PMC3057177

[4] Crits-ChristophA, GelsingerDR, MaB, WierzchosJ, RavelJ, AscasoC, ArtiedaO, DavilaA, DiRuggieroJ 2016 Functional analysis of the archaea, bacteria, and viruses from a halite endolithic microbial community. Environ Microbiol 18:2064–2077. doi:10.1111/1462-2920.13259.26914534

[5] SharmaK, GillumN, BoydJL, SchmidA 2012 The RosR transcription factor is required for gene expression dynamics in response to extreme oxidative stress in a hypersaline-adapted archaeon. BMC Genomics 13:351. doi:10.1186/1471-2164-13-351.22846541PMC3443676

[6] WhiteheadK, KishA, PanM, KaurA, ReissDJ, KingN, HohmannL, DiRuggieroJ, BaligaNS 2006 An integrated systems approach for understanding cellular responses to gamma radiation. Mol Syst Biol 2:47. doi:10.1038/msb4100091.16969339PMC1681521

[7] RobinsonCK, WebbK, KaurA, JarugaP, DizdarogluM, BaligaNS, PlaceA, DiRuggieroJ 2011 A major role for nonenzymatic antioxidant processes in the radioresistance of *Halobacterium salinarum*. J Bacteriol 193:1653–1662. doi:10.1128/JB.01310-10.21278285PMC3067647

[8] WebbKM, WuJ, RobinsonCK, TomiyaN, LeeY, DiRuggieroJ 2013 Effects of intracellular Mn on the radiation resistance of the halophilic archaeon *Halobacterium salinarum*. Extremophiles 17:485–497. doi:10.1007/s00792-013-0533-9.23532412

[9] SharmaA, GrichenkoO, MatrosovaVY, HoekeV, KlimenkovaP, ConzeIH, VolpeRP, TkavcbR, GostinþarG, Gunde-CimermanN, DiRuggieroJ, ShuryakgI, OzarowskihA, HoffmanaBM, DalyMJ 2017 Across the tree of life, radiation resistance is governed by antioxidant Mn2+, gauged by paramagnetic resonance. Proc Nat Acad Sci U S A 114:E9253–E9260. doi:10.1073/pnas.1713608114.PMC567693129042516

[10] MorrisKV, MattickJS 2014 The rise of regulatory RNA. Nat Rev Genet 15:423–437. doi:10.1038/nrg3722.24776770PMC4314111

[11] AltuviaS, Weinstein-FischerD, ZhangA, PostowL, StorzG 1997 A small, stable RNA induced by oxidative stress: role as a pleiotropic regulator and antimutator. Cell 90:43–53. doi:10.1016/S0092-8674(00)80312-8.9230301

[12] CechTR, SteitzJA 2014 The noncoding RNA revolution-trashing old rules to forge new ones. Cell 157:77–94. doi:10.1016/j.cell.2014.03.008.24679528

[13] MarchfelderA, FischerS, BrendelJ, StollB, MaierLK, JagerD, PrasseD, PlagensA, SchmitzRA, RandauL 2012 Small RNAs for defence and regulation in archaea. Extremophiles 16:685–696. doi:10.1007/s00792-012-0469-5.22763819PMC3432209

[14] PrasseD, EhlersC, BackofenR, SchmitzRA 2013 Regulatory RNAs in archaea: first target identification in methanoarchaea. Biochem Soc Trans 41:344–349. doi:10.1042/BST20120280.23356309

[15] AltuviaS 2004 Regulatory small RNAs: the key to coordinating global regulatory circuits. J Bacteriol 186:6679–6680. doi:10.1128/JB.186.20.6679-6680.2004.15466017PMC522215

[16] GottesmanS, StorzG 2011 Bacterial small RNA regulators: versatile roles and rapidly evolving variations. Cold Spring Harb Perspect Biol 3:a003798. doi:10.1101/cshperspect.a003798.20980440PMC3225950

[17] FischerS, BenzJ, SpathB, MaierLK, StraubJ, GranzowM, RaabeM, UrlaubH, HoffmannJ, BrutschyB, AllersT, SoppaJ, MarchfelderA 2010 The archaeal Lsm protein binds to small RNAs. J Biol Chem 285:34429–34438. doi:10.1074/jbc.M110.118950.20826804PMC2966057

[18] FischerS, BenzJ, SpathB, Jellen-RitterA, HeyerR, DorrM, MaierLK, Menzel-HobeckC, LehrM, JantzerK, BabskiJ, SoppaJ, MarchfelderA 2011 Regulatory RNAs in *Haloferax volcanii*. Biochem Soc Trans 39:159–162. doi:10.1042/BST0390159.21265765

[19] HeyerR, DorrM, Jellen-RitterA, SpathB, BabskiJ, JaschinskiK, SoppaJ, MarchfelderA 2012 High throughput sequencing reveals a plethora of small RNAs including tRNA derived fragments in *Haloferax volcanii*. RNA Biol 9:1011–1018. doi:10.4161/rna.20826.22767255PMC3495736

[20] Schmitz-StreitR, JägerD, Jellen-RitterA, BabskiJ, SoppaJ, MarchfelderA 2011 Archaea employ small RNAs as regulators, p 131–145. *In* HessWR, MarchfelderA (ed), Regulatory RNAs in prokaryotes. Springer Verlag, Vienna, Austria.

[21] SoppaJ, StraubJ, BrenneisM, Jellen-RitterA, HeyerR, FischerS, GranzowM, VossB, HessWR, TjadenB, MarchfelderA 2009 Small RNAs of the halophilic archaeon *Haloferax volcanii*. Biochem Soc Trans 37:133–136. doi:10.1042/BST0370133.19143617

[22] StraubJ, BrenneisM, Jellen-RitterA, HeyerR, SoppaJ, MarchfelderA 2009 Small RNAs in haloarchaea: identification, differential expression and biological function. RNA Biol 6:281–292. doi:10.4161/rna.6.3.8357.19333006

[23] PrasseD, FörstnerKU, JägerD, BackofenR, SchmitzRA 2017 sRNA154 a newly identified regulator of nitrogen fixation in *Methanosarcina mazei* strain Gö1. RNA Biol 14:1544–1558. doi:10.1080/15476286.2017.1306170.28296572PMC5785227

[24] BabskiJ, HaasKA, Näther-SchindlerD, PfeifferF, FörstnerKU, HammelmannM, HilkerR, BeckerA, SharmaCM, MarchfelderA, SoppaJ 2016 Genome-wide identification of transcriptional start sites in the haloarchaeon *Haloferax volcanii* based on differential RNA-Seq (dRNA-Seq). BMC Genomics 17:629. doi:10.1186/s12864-016-2920-y.27519343PMC4983044

[25] GebetsbergerJ, ZywickiM, KünziA, PolacekN 2012 tRNA-derived fragments target the ribosome and function as regulatory non-coding RNA in *Haloferax volcanii*. Archaea 2012:260909. doi:10.1155/2012/260909.23326205PMC3544259

[26] WurtzelO, SapraR, ChenF, ZhuY, SimmonsBA, SorekR 2010 A single-base resolution map of an archaeal transcriptome. Genome Res 20:133–141. doi:10.1101/gr.100396.109.19884261PMC2798825

[27] JägerD, SharmaCM, ThomsenJ, EhlersC, VogelJ, SchmitzRA 2009 Deep sequencing analysis of the *Methanosarcina mazei* Go1 transcriptome in response to nitrogen availability. Proc Natl Acad Sci U S A 106:21878–21882. doi:10.1073/pnas.0909051106.19996181PMC2799843

[28] LiY, LiuX, HuangL, GuoH, WangXJ 2010 Potential coexistence of both bacterial and eukaryotic small RNA biogenesis and functional related protein homologs in Archaea. J Genet Genomics 37:493–503. doi:10.1016/S1673-8527(09)60069-2.20816382

[29] WillkommS, OelligCA, ZanderA, RestleT, KeeganR, GrohmannD, SchneiderS 2017 Structural and mechanistic insights into an archaeal DNA-guided Argonaute protein. Nat Microbiol 2:17035. doi:10.1038/nmicrobiol.2017.35.28319084

[30] ZanderA, WillkommS, OferS, van WolferenM, EgertL, BuchmeierS, StöcklS, TinnefeldP, SchneiderS, KlinglA, AlbersS-V, WernerF, GrohmannD 2017 Guide-independent DNA cleavage by archaeal Argonaute from *Methanocaldococcus jannaschi*i. Nat Microbiol 2:17034. doi:10.1038/nmicrobiol.2017.34.28319081PMC7616673

[31] WillkommS, ZanderA, GustA, GrohmannD 2015 A prokaryotic twist on Argonaute function. Life (Basel) 5:538–553. doi:10.3390/life5010538.25692904PMC4390867

[32] JägerD, PernitzschSR, RichterAS, BackofenR, SharmaCM, SchmitzRA 2012 An archaeal sRNA targeting *cis*- and *trans*-encoded mRNAs via two distinct domains. Nucleic Acids Res 40:10964–10979. doi:10.1093/nar/gks847.22965121PMC3510493

[33] BernickDL, DennisPP, LuiLM, LoweTM 2012 Diversity of antisense and other non-coding RNAs in archaea revealed by comparative small RNA sequencing in four *Pyrobaculum* species. Front Microbiol 3:231. doi:10.3389/fmicb.2012.00231.22783241PMC3388794

[34] ThomasonMK, StorzG 2010 Bacterial antisense RNAs: how many are there and what are they doing? Annu Rev Genet 44:167–188. doi:10.1146/annurev-genet-102209-163523.20707673PMC3030471

[35] ConesaA, MadrigalP, TarazonaS, Gomez-CabreroD, CerveraA, McPhersonA, SzczeœniakMW, GaffneyDJ, EloLL, ZhangX, MortazaviA 2016 A survey of best practices for RNA-seq data analysis. Genome Biol 17:13. doi:10.1186/s13059-016-0881-8.26813401PMC4728800

[36] LiB, DeweyCN 2011 RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12:323. doi:10.1186/1471-2105-12-323.21816040PMC3163565

[37] LiB, RuottiV, StewartRM, ThomsonJA, DeweyCN 2010 RNA-Seq gene expression estimation with read mapping uncertainty. Bioinformatics 26:493–500. doi:10.1093/bioinformatics/btp692.20022975PMC2820677

[38] WagnerGP, KinK, LynchVJ 2012 Measurement of mRNA abundance using RNA-seq data: RPKM measure is inconsistent among samples. Theory Biosci 131:281–285. doi:10.1007/s12064-012-0162-3.22872506

[39] BabskiJ, MaierLK, HeyerR, JaschinskiK, PrasseD, JägerD, RandauL, SchmitzRA, MarchfelderA, SoppaJ 2014 Small regulatory RNAs in Archaea. RNA Biol 11:484–493. doi:10.4161/rna.28452.24755959PMC4152357

[40] StorzG, VogelJ, WassarmanKM 2011 Regulation by small RNAs in bacteria: expanding frontiers. Mol Cell 43:880–891. doi:10.1016/j.molcel.2011.08.022.21925377PMC3176440

[41] HeL, HannonGJ 2004 MicroRNAs: small RNAs with a big role in gene regulation. Nat Rev Genet 5:522–531. doi:10.1038/nrg1379.15211354

[42] De LayN, SchuDJ, GottesmanS 2013 Bacterial small RNA-based negative regulation: Hfq and its accomplices. J Biol Chem 288:7996–8003. doi:10.1074/jbc.R112.441386.23362267PMC3605619

[43] WheelerBS 2013 Small RNAs, big impact: small RNA pathways in transposon control and their effect on the host stress response. Chromosome Res 21:587–600. doi:10.1007/s10577-013-9394-4.24254230

[44] CapyP, GasperiG, BiemontC, BazinC 2000 Stress and transposable elements: co-evolution or useful parasites? Heredity 85:101–106. doi:10.1046/j.1365-2540.2000.00751.x.11012710

[45] HoffmannL, SchummerA, ReimannJ, HauratMF, WilsonAJ, BeebyM, WarscheidB, AlbersSV 2017 Expanding the archaellum regulatory network—the eukaryotic protein kinases ArnC and ArnD influence motility of Sulfolobus acidocaldarius. Microbiologyopen 6:e00414. doi:10.1002/mbo3.414.PMC530088627771939

[46] AlbersS-V, JarrellKF 2015 The archaellum: how Archaea swim. Front Microbiol 6:23. doi:10.3389/fmicb.2015.00023.25699024PMC4307647

[47] MukhopadhyayB, JohnsonEF, WolfeRS 2000 A novel pH2 control on the expression of flagella in the hyperthermophilic strictly hydrogenotrophic methanarchaeaon *Methanococcus jannaschii*. Proc Nat Acad Sci U S A 97:11522–11527. doi:10.1073/pnas.97.21.11522.PMC1723311027352

[48] HendricksonEL, LiuY, Rosas-SandovalG, PoratI, SöllD, WhitmanWB, LeighJA 2008 Global responses of *Methanococcus maripaludis* to specific nutrient limitations and growth rate. J Bacteriol 190:2198–2205. doi:10.1128/JB.01805-07.18203827PMC2258866

[49] XiaQ, WangT, HendricksonEL, LieTJ, HackettM, LeighJA 2009 Quantitative proteomics of nutrient limitation in the hydrogenotrophic methanogen *Methanococcus maripaludis*. BMC Microbiol 9:149. doi:10.1186/1471-2180-9-149.19627604PMC2723118

[50] EsquivelRN, PohlschroderM 2014 A conserved type IV pilin signal peptide H-domain is critical for the post-translational regulation of flagella-dependent motility. Mol Microbiol 93:494–504. doi:10.1111/mmi.12673.24945931

[51] TripepiM, ImamS, PohlschröderM 2010 *Haloferax volcanii* flagella are required for motility but are not involved in PibD-dependent surface adhesion. J Bacteriol 192:3093–3102. doi:10.1128/JB.00133-10.20363933PMC2901708

[52] TripepiM, YouJ, TemelS, Önder Ö BrissonD, PohlschröderM 2012 N-glycosylation of *Haloferax volcanii* flagellins requires known Agl proteins and is essential for biosynthesis of stable flagella. J Bacteriol 194:4876–4887. doi:10.1128/JB.00731-12.22730124PMC3430349

[53] DarnellCL, SchmidAK 2015 Systems biology approaches to defining transcription regulatory networks in halophilic archaea. Methods 86:102–114. doi:10.1016/j.ymeth.2015.04.034.25976837

[54] StroudA, LiddellS, AllersT 2012 Genetic and biochemical identification of a novel single-stranded DNA-binding complex in *Haloferax volcanii*. Front Microbiol 3:224. doi:10.3389/fmicb.2012.00224.22719738PMC3376784

[55] SkowyraA, MacNeillSA 2012 Identification of essential and non-essential single-stranded DNA-binding proteins in a model archaeal organism. Nucleic Acids Res 40:1077–1090. doi:10.1093/nar/gkr838.21976728PMC3273820

[56] DeVeauxLC, llerJA, SmithJ, PetriskoJ, WellsDP, DasSarmaS 2007 Extremely radiation-resistant mutants of a halophilic archaeon with increased single-stranded DNA-binding protein (RPA) gene expression. Radiat Res 168:507–514. doi:10.1667/RR0935.1.17903038

[57] McCreadyS, MullerJA, BoubriakI, BerquistBR, NgWL, DassarmaS 2005 UV irradiation induces homologous recombination genes in the model archaeon, *Halobacterium sp*. NRC-1. Saline Systems 1:3. doi:10.1186/1746-1448-1-3.16176594PMC1224876

[58] MüllerA, LangklotzS, LupilovaN, KuhlmannK, BandowJE, LeichertLIO 2014 Activation of RidA chaperone function by N-chlorination. Nat Commun 5:5804. doi:10.1038/ncomms6804.25517874PMC4284807

[59] LambrechtJA, FlynnJM, DownsDM 2012 Conserved YjgF protein family deaminates reactive enamine/imine intermediates of pyridoxal 5′-phosphate (PLP)-dependent enzyme reactions. J Biol Chem 287:3454–3461. doi:10.1074/jbc.M111.304477.22094463PMC3270999

[60] DahlJ-U, GrayMJ, JakobU 2015 Protein quality control under oxidative stress conditions. J Mol Biol 427:1549–1563. doi:10.1016/j.jmb.2015.02.014.25698115PMC4357566

[61] StutzJ, AckermannR, FastJD, BarrieL 2002 Atmospheric reactive chlorine and bromine at the Great Salt Lake, Utah. Geophys Res Let 29:18-1–18-4. doi:10.1029/2002GL014812.

[62] NyströmT 2005 Role of oxidative carbonylation in protein quality control and senescence. EMBO J 24:1311–1317. doi:10.1038/sj.emboj.7600599.15775985PMC1142534

[63] SuzukiYJ, CariniM, ButterfieldDA 2010 Protein carbonylation. Antioxid Redox Signal 12:323–325. doi:10.1089/ars.2009.2887.19743917PMC2821144

[64] ScharfB, EngelhardM 1993 Halocyanin, an archaebacterial blue copper protein (type I) from *Natronobacterium pharaonis*. Biochemistry 32:12894–12900. doi:10.1021/bi00210a043.8251512

[65] LindasA-C, BernanderR 2013 The cell cycle of archaea. Nat Rev Microbiol 11:627–638. doi:10.1038/nrmicro3077.23893102

[66] WatersLS, StorzG 2009 Regulatory RNAs in bacteria. Cell 136:615–628. doi:10.1016/j.cell.2009.01.043.19239884PMC3132550

[67] MackGS 2007 MicroRNA gets down to business. Nat Biotechnol 25:631–638. doi:10.1038/nbt0607-631.17557095

[68] Dyall-SmithML 2001 The Halohandbook. Protocols for haloarchaeal genetics. http://www.haloarchaea.com/resources/halohandbook/.

[69] ZhangZ, TheurkaufWE, WengZ, ZamorePD 2012 Strand-specific libraries for high throughput RNA sequencing (RNA-Seq) prepared without poly(A) selection. Silence 3:9. doi:10.1186/1758-907X-3-9.23273270PMC3552703

[70] KimD, LangmeadB, SalzbergSL 2015 HISAT: a fast spliced aligner with low memory requirements. Nat Methods 12:357–360. doi:10.1038/nmeth.3317.25751142PMC4655817

[71] PerteaM, PerteaGM, AntonescuCM, ChangT-C, MendellJT, SalzbergSL 2015 StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotech 33:290–295. doi:10.1038/nbt.3122.PMC464383525690850

[72] PerteaGM 2015 gffcompare. https://github.com/gpertea/gffcompare.

[73] PerteaM, KimD, PerteaGM, LeekJT, SalzbergSL 2016 Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat Protoc 11:1650–1667. doi:10.1038/nprot.2016.095.27560171PMC5032908

[74] LiaoY, SmythGK, ShiW 2014 featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30:923–930. doi:10.1093/bioinformatics/btt656.24227677

[75] LoveMI, HuberW, AndersS 2014 Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550. doi:10.1186/s13059-014-0550-8.25516281PMC4302049

[76] RobinsonJT, ThorvaldsdottirH, WincklerW, GuttmanM, LanderES, GetzG, MesirovJP 2011 Integrative genomics viewer. Nat Biotechnol 29:24–26. doi:10.1038/nbt.1754.21221095PMC3346182

[77] AltschulSF, GishW, MillerW, MyersEW, LipmanDJ 1990 Basic local alignment search tool. J Mol Biol 215:403–410. doi:10.1016/S0022-2836(05)80360-2.2231712

[78] CrooksGE, HonG, ChandoniaJ-M, BrennerSE 2004 WebLogo: a sequence logo generator. Genome Res 14:1188–1190. doi:10.1101/gr.849004.15173120PMC419797

[79] BaileyTL, BodenM, BuskeFA, FrithM, GrantCE, ClementiL, RenJ, LiWW, NobleWS 2009 MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res 37:W202–W208. doi:10.1093/nar/gkp335.19458158PMC2703892

# Supplementary material for: Transcriptional Landscape and Regulatory Roles of Small Noncoding RNAs in the Oxidative Stress Response of the Haloarchaeon Haloferax volcanii
**Source:** J Bacteriol. 2018 Apr 9;200(9):e00779-17. doi: 10.1128/JB.00779-17
**Supplement:** Supplemental material

Supplemental material 

# Transcriptional Landscape and Regulatory Roles of Small Noncoding RNAs in the Oxidative Stress Response of the Haloarchaeon Haloferax volcanii

## Supplemental material

- Supplemental file 1 -

  Fig. S1 (Cell survival)

  PDF, 2.3M
- Supplemental file 2 -

  Fig. S2 (Overlap lengths)

  PDF, 1.7M
- Supplemental file 3 -

  Fig. S3 (sRNAs contained a BRE and TATA box)

  PDF, 236K
- Supplemental file 4 -

  Fig. S4 (sRNA expression levels)

  PDF, 2.9M
- Supplemental file 5 -

  Fig. S5 (Expression versus transcript length)

  PDF, 6.1M
- Supplemental file 6 -

  Fig. S6 (sRNA expression)

  PDF, 3.2M
- Supplemental file 7 -

  Table S1 (sRNA expression)

  XLSX, 601K
- Supplemental file 8 -

  Table S2 (sRNA expression)

  XLSX, 111K
- Supplemental file 9 -

  Table S3 (sRNA expression)

  XLSX, 69K
- Supplemental file 10 -

  Table S4 (Gene expression)

  XLSX, 143K

How the deposited data were processed for this re-analysis (not part of the article)

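Values used here are TPM (transcript levels scaled to a fixed total per library) as deposited by the authors, who trimmed reads with trim galore (phred under 20), mapped them with hisat2 in strand-specific mode without splicing to the RefSeq genome, and assembled and measured transcripts with stringtie. For sRNA-seq the authors pooled the reads of 5 cultures in each condition, so each transcript has 1 value per condition. For mRNA-seq each gene has a TPM value in each of 6 libraries, 3 per condition. The authors' own tests of change used read counts from featureCounts in DESeq2, and counts were not used here. Versions of the authors' programs are not given in the sources used here. The paper gives read lengths of 150 bases in its methods and 100 bases in a figure legend.

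mRNA values were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with H2O2 against no challenge, no block, and Benjamini-Hochberg adjustment at 5%. Every p given for a single gene is limma's, adjusted over all genes tested unless stated. Same-numbered libraries are portions of one culture according to the paper. Within pairs, the deviations of log2 levels from each gene's mean in its condition correlated at 0.595, 0.414 and 0.225, and each library correlated best with its own partner. A replicate block was run as an alternative. Median-ratio scaling divided the libraries by factors of 1.61, 0.810 and 0.576 for no challenge and 1.19, 1.08 and 1.11 for H2O2.

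How well the test finds known changes was measured on simulated values with each gene's spread in these libraries, drawn for each gene alone. Shifts that move all genes of a library together were not simulated. The shares and false calls below therefore need not hold for the real libraries. Of 50 genes changed 2-fold, 12% were called, with 56% at 4-fold, 80% at 8-fold and 90% at 16-fold, beside 4 false calls among 3563 unchanged genes. With the spread after median-ratio scaling, 48% were called at 2-fold and 94% at 16-fold, with 9 false calls. In the simulation genes with small changes were mostly missed, so a gene without a call is not shown to be unchanged.

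Of the gene identifiers in the mRNA files, 3803 were matched to the RefSeq gene table of the reference assembly, 474 with a symbol, and 1152 have a function name in Table S4. Gene lists were written as patterns of product names before the data were examined, as were the tests, the filters and most alternatives. Lists by symbol were written after the files had come and before any value was looked at. List tests took as background the tested genes with a name or with a symbol. Random lists were matched on mean TPM. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for these steps, and matplotlib 3.10.9 for the figures.

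sRNAs of the conditions were matched by replicon, strand and position. The rule set at the start for sRNA changes compares differences with SDs over libraries, and pooled values have none, so changes are given by size, with 2-fold as the mark. For an asRNA and its target, the SD of the target over 3 libraries was used alone. Overlaps were measured against annotated genes. Permutation tests used 100000 permutations.

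Genes and sRNAs named in the text follow a rule fixed at the start. It takes every gene or sRNA that the paper names by identifier, and the 10 called genes with the largest rise and the 10 with the largest fall among those with a mean of at least 10 TPM in the higher condition. It adds the 5 sRNAs with the largest rise and the 5 with the largest fall, up to 4 called members of each list with the largest change, and the 10 most abundant sRNAs in each condition. The tables of the paper had been seen when the rule was written. Members of short lists, members that passed no test and pairs of asRNA and target outside this rule were chosen after their values were seen.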

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

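The tests of library composition and of rRNA alone were chosen after the result was seen, the bound that would exclude rRNA alone was reworded once its value was known, pairs as listed replaced scaled pairs in the random pairings after the scaled share was seen, and the other tests were set before.

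A group of transcripts that the paper does not report on was flagged as a signal in unanalysed data. In the H2O2 list, 1012 transcripts outside Table S1 overlap no transcript on the same strand in the no-challenge list. Their median is 0.325 TPM and 220.0 nt, 93.1% overlap a gene on either strand, and 12 reach 1 TPM, the highest being STRG.1949.5 at 21.8 TPM. The reverse set, of no-challenge transcripts outside Table S1 without an H2O2 counterpart, holds 524, of which 18 reach 1 TPM, and STRG.3566.4 is highest at 372.8 TPM. No control without reads exists for these lists.

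More sRNA transcripts were assembled under H2O2 than without challenge, and sampling of rare transcripts, splitting of transcripts and a response to H2O2 were weighed. At 1 TPM or more the ratio of numbers is 0.8759 as listed and 1.32 after scaling H2O2 values by the median ratio of the matched sRNAs, against 1.29 for the full lists. The 2 point opposite ways, so whether the excess lies near the lowest level listed cannot be told, and read numbers per condition are not analysed here. Splitting of long transcripts into pieces is excluded as the only cause, since the length covered grew as well, by a ratio of 1.1514. A response to H2O2 may add to it and could not be separated from depth.

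Most mRNAs called were higher under H2O2 in TPM as deposited, and the make-up of the libraries was weighed against a general rise. After median-ratio scaling 58.17% of called genes are higher, which fits the explanation that a few RNA species take different shares of the libraries. rRNA alone stays open: leaving out rRNA and tRNA together leaves 29.9% of called genes higher and moves the median change to −0.3281, past 0 to the other side. Rises of RidA, RpaB1, katG and radA were called under every scaling, so composition is unlikely to account for them. Depletion of rRNA and any true change in stable RNAs under H2O2 are confounded here.

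Changes of asRNAs and their targets leaned in the same direction, and leakage of sense reads and chance were weighed. Sense reads counted on the wrong strand would tie the levels within pairs, and the lowest level correlation was 0.0285. This argues against leakage as a main source of the asRNA levels. A small leak could go unseen in levels, so leakage is not excluded for so weak a pattern. For the full set, 0.31% of random pairings gave a correlation as large (0.17% after median-ratio scaling), against 12.3% and 38.0% for the fewer pairs of stricter matching. With 1 pair per target gene, 643 pairs, the permutation p of Spearman's correlation was 0.00970. These draws treat pairs as independent, which pairs of neighbouring genes need not be. A small share therefore makes chance pairing unlikely for the full set but does not exclude it. Shared regulation of a region by H2O2 could give this pattern and was not tested.

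Of the 10 ways to split the 6 mRNA libraries into groups of 3, the real one gives the most called genes, 1 of 10, with 189 against at most 27 in any other. With so few splits the share cannot fall below 0.05.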

How the results depend on the processing

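The alternatives called added in this part were chosen after the results were seen. For every value listed the cause was not tested, except where a filter or a left-out library leaves fewer values.

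Among 55 named genes, 847 comparisons with an alternative kept direction and side of the threshold, 25 became stronger and 207 weaker, and none reversed. A replicate block left 54 of the 55 the same and made 1 stronger. Depth is unknown for TPM, so its limits could not be measured.

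mRNAs called higher, 176 as deposited, numbered 38 with pseudocount 0.1, 630 with median-ratio scaling, 382 with rRNA and tRNA left out, 383 with the replicate block, 586 with scaling and block (added), 654 by the sum of the SDs (added), 349 by 2 times the root of the summed squared SDs and 3 by limma squeezeVar on means and SDs. Leaving out each library in turn, as deposited and after scaling (the latter added), gave 52 to 1233. mRNAs called lower, 13 as deposited, numbered 0, 453, 894, 29, 423, 90, 8 and 0 in the same order, and 2 with at least 10 TPM in both conditions. The range over left-out libraries was 4 to 449. Pseudocount 5, no filter and a 2-fold limit kept both counts within 1.5 times. For the 2-fold limit this was fixed in advance, since only changes well over 2-fold could be called.

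Gene lists over-represented among higher genes, 5 as deposited, numbered 8 with scaling and block. Those among lower genes, 0 as deposited, numbered 4 with median-ratio scaling, 6 with rRNA and tRNA left out, 2 with the block and 5 with scaling and block; the last 3 settings were added.

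Matched sRNAs at least 2-fold higher, 6 as listed, numbered 19 with any overlap, 3 with ends within 10 nt, 18 with pseudocount 0.1, 3 from 100 TPM and 26 with median-ratio scaling. At least 2-fold lower ones, 133 as listed, numbered 68 with 80% overlap, 24 with ends within 10 nt, 277 and 31 with pseudocounts 0.1 and 5, 4 from 100 TPM, 57 with median-ratio scaling and 286 with sums taken without the most abundant sRNA.

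asRNAs above their target, 141 without challenge and 113 under H2O2, numbered 719 and 573 after division by the ratio of medians, which fixes this balance by making the medians equal, 1028 and 685 with means and SDs of Table S1 (added), and 1294 and 893 with class-wise rescaling (added). The correlation of asRNA and target changes was 0.0649 (permutation p = 0.242) with 80% overlap and 0.0342 (p = 0.764) with ends within 10 nt. Pairs with the asRNA up and the target down, 0 as listed, numbered 1 with median-ratio scaling and 42 from Tables S2 and S4, and the reverse pairs 6 and 10.

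With Table S1 transcripts alone (added), length against level reversed to −0.161 without challenge and −0.308 under H2O2, sRNAs made up 29.2% and 24.4% of transcripts, and there were 1532 and 1176. sRNAs above the median mRNA, 5.08% and 3.19%, made up 2.76% and 1.29% against mRNAs of at least 14 TPM, and 99.9% and 99.9% after class-wise rescaling (added).

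Alternatives based on counts (DESeq2), on SDs, blocks or left-out cultures for sRNAs, and the search for TATA-like elements were not run, since the values are pooled or in TPM and no genome sequence was used here.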

Differences from the paper's values

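Tests marked as chosen after seeing the values are named as such beside the value. The paper's counts of changed genes come from DESeq2 on read counts at an FDR of 5%, and those here from limma on TPM at 5%, or from size alone for sRNAs.

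The paper gives 1176 changed genes and the count here is 189. Of the alternatives set before the data were examined, median-ratio scaling (1083), rRNA and tRNA left out (1276) and leaving out no-challenge replicate 1 (1269) come within 1.5 times of it. Pseudocounts 0.1 (38) and 5 (251), at least 10 TPM (138), no filter (195), the block (412), a 2-fold limit (189), 2 times the root of the summed squared SDs (357), limma squeezeVar (3) and leaving out any other library (58 to 170) do not. Chosen after seeing the values, median-ratio scaling with the block (1009) or without no-challenge replicate 1, 2 or 3 (880.0, 1049, 800.0) comes within it, and the sum of the SDs (744) and that scaling without H2O2 replicate 1, 2 or 3 (775, 708, 553) do not. Of the 1151 genes of Table S4 tested here, 169 were called in the same direction as deposited and 900.0 after median-ratio scaling.

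For sRNAs the paper gives 1533 without challenge and 1227 under H2O2, and the lists hold 2577 and 3324. Transcripts named in Table S1 number 1532 and 1176, a restriction chosen after seeing the values. The paper gives up to 30% of the transcriptome, and the share under H2O2 is 47.7%; for Table S1 alone, chosen after seeing the values, it is 24.4%. At the 5′ end the paper gives 7% of asRNAs that respond to oxidative stress, at predicted untranslated regions. The share here is 24.4%, with 24.6% for overlaps of at least 1 nt and 22.5% for at least 50 nt, and it counts crossings of annotated gene starts by all asRNAs under H2O2, so the 2 differ in measure and set.

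The paper's mean sRNA level without challenge is 1107.9 TPM with a median of 108.5 TPM, against 22.1 and 0.600 TPM here. Its highest sRNA has 905191 TPM without challenge and 810120 TPM under H2O2, against 40925.9 and 16158.6 TPM. Rescaling to 1000000 within each sRNA class, chosen after seeing the values, gives 1305 and 108.6 TPM, and 905188 and 790771 TPM, so these differ in scale.

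The paper counts 755 asRNAs above their target, and the count here under H2O2 is 113. Division by the ratio of medians (573), set before the data were examined, is no comparison, since equal medians fix about as many pairs above as below. Within 1.5 times come the means and SDs of Table S1 (685) and class-wise rescaling (893), both chosen after seeing the values. A difference over 2 times the SD (99), a 2-fold limit (93) and levels without SD (143, chosen after seeing the values) do not. asRNAs changed at least 2-fold are 302 in the paper and 121 here. Pseudocount 0.1 (266) and sums without the most abundant sRNA (264) come within 1.5 times, while 80% overlap (62), any overlap (169), ends within 10 nt (23), pseudocount 5 (24), at least 100 TPM (2) and median-ratio scaling (66) do not.

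Pairs with the asRNA up and the target down number 133 in the paper and 0 here, and the reverse pairs 72 and 0. Tables S2 and S4 joined give 42 and 10, median-ratio scaling 1 and 6, and the other alternatives 0. Over transposases the paper has 36 asRNAs up and 24 of them with the target down, against 0 and 0 here among targets named as transposases in Table S4, and 9 and 7 from the joined tables. STRG.4700.1, over an IS4 transposase without a name there, was at least 2-fold higher. For STRG.277.2 the log2 change is 3.95 in the paper's table (standard error 0.35) and 2.90 here, with 3.53 after median-ratio scaling, 2.93 and 2.82 with pseudocounts 0.1 and 5 and 2.65 without the most abundant sRNA. For STRG.2983.4 it is −0.86 (standard error 0.25) and −1.34 here, with −0.71 after median-ratio scaling, which is within that error, and −1.34, −1.34 and −1.61 in the other settings.

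Some directions and rankings differ. The paper finds no relation of transcript length to level, and the correlation here is 0.294 without challenge over all listed transcripts; for Table S1 alone, chosen after seeing the values, it is −0.161, and −0.308 under H2O2. It places most sRNAs above mRNA levels, and 5.08% are above the median mRNA here. It gives STRG.2577.4 the length that its H2O2 counterpart has here, and the transcript spans 144 nt. It states that all RNA polymerase subunits, the elongation factors and 7 initiation factors rose; as deposited 1 subunit, 0 elongation factors and 3 initiation factors passed, with 3 subunits, 2 elongation factors and all 6 initiation factors that it names by identifier after median-ratio scaling. It gives an iron transporter as the gene with the strongest fall, and HVO_RS00195 here is surpassed by HVO_RS16985 at −3.82 and HVO_RS15660 at −3.67. These were called in 11 of 21 and 12 of 20 settings, and HVO_RS00195 in 14 of 20. After median-ratio scaling limma gave adjusted p of 0.0613, 0.0488 and 0.00244 in that order. The paper has transposase, PQQ, tetrapyrrole and ABC transporter genes fall as groups; as deposited 0 of 23, 1 of 7, 0 of 10 and 0 of 63 passed, with 12, 5, 9 and 51 after median-ratio scaling. It has most ribosomal protein genes fall, and 14 of 24 are below the median of all genes while 1 passed. It has halocyanin and TCA cycle genes fall, and 0 of 4 and 0 of 5 passed, with 0 and 3 lower after median-ratio scaling and, chosen after seeing the values, 3 and 4 with rRNA and tRNA left out. It has parA and cdc6 fall, and the parA gene HVO_RS19360 rose by 1.96. HVO_RS07560 and both cdc6 genes did not pass as deposited and passed as lower after median-ratio scaling. It names sufB and sufD as rising, and neither passed as deposited while the suf genes did after median-ratio scaling. In the joined tables both partners rise in 106 pairs and both decrease in 88.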

Other observations

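No test in this part was used to explain a result, and the genes outside the naming rule were chosen after their values were seen.

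Genes for breaking down phenylacetate, an aromatic product of phenylalanine, rose under H2O2, a group that the paper does not discuss. paaA (HVO_RS04105) rose from 3.63 ± 1.91 to 32.0 ± 4.10 TPM (mean ± SD, n = 3; relative log2 change 2.72, adjusted p = 6.3e-05, limma), paaB (HVO_RS04110) stood at 1.96, adjusted p = 0.00770 and paaC (HVO_RS04115) at 1.73, adjusted p = 0.0236. paaD (HVO_RS04120) stood at 1.48, adjusted p = 0.0689 and paaK (HVO_RS04170), for the activation of phenylacetate, at −0.07. That is 3 of 5 genes with a symbol (4 adjusted over the list alone), over-represented among higher genes at an adjusted p of 0.0283 (0.00959 to 0.0524 over 4 alternatives). Median-ratio scaling called 4 higher and gave the highest of those. Locus numbers of paaA to paaD are neighbouring, while Fisher's test counts each gene as independent.

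Some genes for chaperones, which keep proteins folded, rose. The gene for a DnaJ protein (HVO_RS08605) rose from 3.82 ± 3.01 to 26.3 ± 1.57 TPM (2.47, adjusted p = 4.2e-04) and that for an Hsp20 protein (HVO_RS06865) from 21.6 ± 16.6 to 98.7 ± 3.49 TPM (2.16, adjusted p = 0.00257). In all 2 of 11 named chaperone genes rose (5 over the list alone) and none fell, while median-ratio scaling called 7 higher and 2 lower. Of 9 genes of glycerol metabolism, a major carbon source of haloarchaea, 2 rose (3 over the list alone), HVO_RS03035 (2.14, adjusted p = 0.00289) and HVO_RS12115 (1.59, adjusted p = 0.0433), with 3 after median-ratio scaling. Of 19 named hydrolase genes 1 rose, HVO_RS08695 (1.56, adjusted p = 0.0495), and median-ratio scaling called 8 higher and 6 lower. A flagellin gene, HVO_RS04685, for the swimming filament, rose (2.66, adjusted p = 1.0e-04), 1 of 2 genes of archaellum and pili (1 over the list alone), and the flagellin gene HVO_RS14615 stood at 0.73. Of 14 aminoacyl-tRNA synthetase genes, which charge tRNAs, 12 were below the median of all genes and 1, pheT, fell (1 over the list alone). Of 7 genes of tryptophan synthesis, trpA is deleted in strain H53 and its values near the filter carry no signal. limma called 0, with 3 at an unadjusted p below 0.05 and 2 over the list alone, and median-ratio scaling, where trpA is not tested, called 2 of 6 higher. Names of chaperone and archaellum genes come from Table S4 and are not independent evidence.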
